# Long non-coding RNA *Tug1* modulates mitochondrial and myogenic responses to exercise in skeletal muscle

**DOI:** 10.1186/s12915-022-01366-4

**Published:** 2022-07-18

**Authors:** Adam J. Trewin, Jessica Silver, Hayley T. Dillon, Paul A. Della Gatta, Lewan Parker, Danielle S. Hiam, Yin Peng Lee, Mark Richardson, Glenn D. Wadley, Séverine Lamon

**Keywords:** Muscle, Transcriptome, Non-coding RNA, Bioenergetics

## Abstract

**Background:**

Mitochondria have an essential role in regulating metabolism and integrate environmental and physiological signals to affect processes such as cellular bioenergetics and response to stress. In the metabolically active skeletal muscle, mitochondrial biogenesis is one important component contributing to a broad set of mitochondrial adaptations occurring in response to signals, which converge on the biogenesis transcriptional regulator peroxisome proliferator-activated receptor coactivator 1-alpha (PGC-1α), and is central to the beneficial effects of exercise in skeletal muscle. We investigated the role of long non-coding RNA (lncRNA) taurine-upregulated gene 1 (*TUG1*), which interacts with PGC-1α in regulating transcriptional responses to exercise in skeletal muscle.

**Results:**

In human skeletal muscle, *TUG1* gene expression was upregulated post-exercise and was also positively correlated with the increase in PGC-1α gene expression (*PPARGC1A*). *Tug1* knockdown (KD) in differentiating mouse myotubes led to decreased *Ppargc1a* gene expression, impaired mitochondrial respiration and morphology, and enhanced myosin heavy chain slow isoform protein expression. In response to a Ca^2+^-mediated stimulus, *Tug1* KD prevented an increase in *Ppargc1a* expression. RNA sequencing revealed that *Tug1* KD impacted mitochondrial Ca^2+^ transport genes and several downstream PGC-1α targets. Finally, *Tug1* KD modulated the expression of ~300 genes that were upregulated in response to an in vitro model of exercise in myotubes, including genes involved in regulating myogenesis.

**Conclusions:**

We found that *TUG1* is upregulated in human skeletal muscle after a single session of exercise, and mechanistically, *Tug1* regulates transcriptional networks associated with mitochondrial calcium handling, muscle differentiation and myogenesis. These data demonstrate that lncRNA *Tug1* exerts regulation over fundamental aspects of skeletal muscle biology and response to exercise stimuli.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-022-01366-4.

## Background

Mitochondria are an integral metabolic hub of fundamental biological processes including the maintenance of cellular bioenergetics, ion homeostasis and redox signalling [1, 2]. In metabolically active tissues, such as skeletal muscle, the mitochondrial network exists as a dynamic system that can respond to environmental and physiological signals and adapt to improve cellular stress resistance to a subsequent challenge [3, 4]. A major component of these adaptations is mitochondrial biogenesis, a process involving a coordinated increase in the synthesis of mitochondrial constituents [5]. Mitochondrial biogenesis is transcriptionally regulated by peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC-1α), encoded by the gene *PPARGC1A*, which coordinates a program of gene expression from both the nuclear and mtDNA genomes [6].

Exercise is well-known to stimulate PGC-1α-mediated mitochondrial biogenesis [7]. Various exercise-induced signal transduction pathways converge on PGC-1α. These include 5′ adenosine monophosphate-activated protein kinase (AMPK), which senses the perturbation to cellular energy state; p38 mitogen-activated protein kinase (p38-MAPK), which is sensitive to cell stress signals; and Ca^2+^/calmodulin-dependent protein kinase (CaMK), which is sensitive to the intracellular Ca^2+^ fluxes involved in muscle contraction. These kinases and other upstream factors activate PGC-1α via post-translational modification (i.e. phosphorylation), which promotes interaction with various transcription factors to induce expression of target genes involved in mitochondrial biogenesis and cellular metabolism. These target genes notably include *PPARGC1A* itself, enabling autoregulatory positive feedback of its expression [5, 8]. Although mitochondrial adaptations are central to the overall health benefits that exercise elicits [5], we do not yet have a complete understanding of the factors that regulate PGC-1α in response to exercise.

There is increasing evidence demonstrating the importance of regulation by a class of transcripts known as long non-coding RNA (lncRNAs) [9]. lncRNAs are arbitrarily defined as being >200 *nt* in length and lack protein-coding potential [10]. lncRNAs can regulate transcriptional and translational processes via physical interactions with genes, transcripts and proteins [9] including those that constitute mitochondria [11]. The lncRNA taurine-upregulated gene 1 (*TUG1*) is well-conserved between rodents and humans [12] and was recently reported to positively regulate PGC-1α in murine kidney cells [13]. Their work suggests that *Tug1* functions by forming a scaffold between PGC-1α protein and a region of DNA upstream of the *Ppargc1a* promotor, which enhances *Ppargc1a* expression [13].

Given this, and the central role the PGC-1α pathway plays in mediating mitochondrial adaptations to exercise [7], we aimed to investigate the role of *Tug1* in regulating skeletal muscle mitochondria. We hypothesised that lncRNA *Tug1* would be required for achieving full activation of the PGC-1α-mediated transcriptional program in skeletal muscle in response to an exercise stimulus. Here we report that *TUG1* expression is increased in human skeletal muscle in response to a bout of acute exercise. We also show that *Tug1* knockdown in mouse myocytes had surprisingly nuanced effects on *Ppargc1a* expression and mitochondrial function, yet unexpectedly marked effects on a wide range of transcriptional responses to exercise-like stimuli, including calcium handling and myogenesis.

## Results

### Post-exercise *TUG1* lncRNA expression is increased in human skeletal muscle

The lncRNA *Tug1* was recently shown to act as a positive regulator of PGC-1α in mouse kidney cells [13]. We therefore hypothesised that changes in *TUG1* would be associated with increases in *PPARGC1A* expression that occurs in human skeletal muscle following an acute bout of aerobic exercise [14, 15]. To investigate this, gene expression was measured in skeletal muscle from a cohort of young healthy males and females (*n* = 7 per sex) who performed moderate-intensity aerobic exercise for 1 h, with muscle biopsies obtained before, immediately after and 3 h after exercise. Before exercise, the expression of *TUG1* was not different between males and females at baseline (Fig. 1A and Additional file 1: Fig. S1). Immediately and 3 h after exercise, *TUG1* expression was increased by ~1.5-fold from baseline in females (*p < 0.05* for both time points), but not in males (Fig. 1A), despite both sexes performing exercise at the same relative intensity (70% VO_2peak_; Table 1). The increased expression of *PPARGC1A* 3 h after exercise (main effect of time, *p* < 0.001) was also more robust in females compared to males (*p* < 0.05 3 h after exercise, Fig. 1B). Mitochondrial transcription factor A (*TFAM*), a key downstream PGC-1α target gene, also increased with exercise (main effect of time, *p* < 0.01) with no statistically significant effect of sex (Fig. 1C). Intriguingly, there was a strong positive linear correlation between increases in *TUG1* and *PPARGC1A* expression levels at 3 h post-exercise in females (*R*^2^ = 0.72, *p = 0.02*), but not in males (*R*^2^ = 0.11, *p = 0.47*; Fig. 1D). Taken together, these data suggest that *TUG1* may be involved in the PGC-1α-mediated response to exercise in skeletal muscle, with a sex-specific effect.

**Fig. 1:**
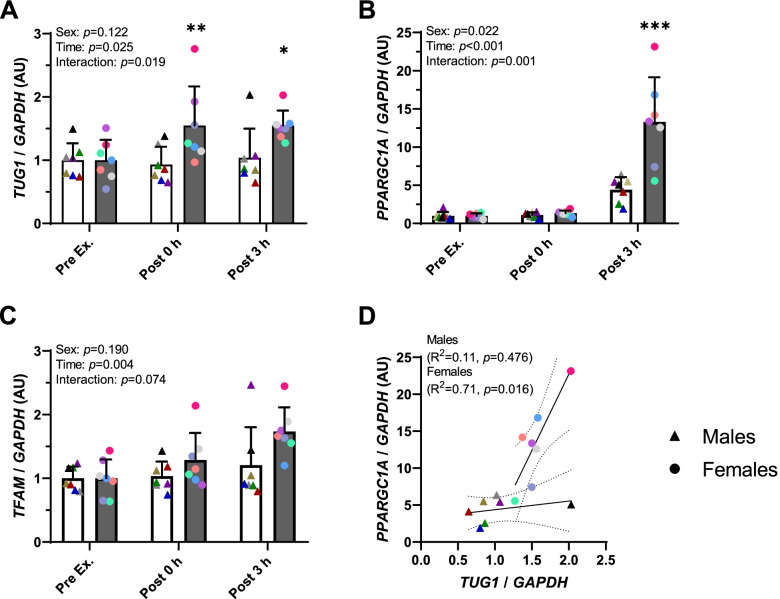
lncRNA *TUG1* expression is increased in human skeletal muscle in response to a single bout of aerobic exercise. Gene expression of **A ***TUG1*, **B ***PPARGC1A* and **C ***TFAM* measured by RT-qPCR from muscle (*vastus lateralis*) biopsy samples before (Pre Ex), immediately (Post 0 h) and 3 h after (Post 3 h) a 60-min bout of cycling exercise at 70% VO_2peak_. Matching point colours represent the same male (triangles, open bars) and female (circles, shaded bars) participants across all time points; bars are mean (SD) for *n*=7 subjects/sex. Data were analysed by repeated measures two-way ANOVA for main effects of sex and time. Significant interactions were analysed with Tukey post hoc test: *p < 0.05, **p < 0.01, ***p < 0.001 male vs. female. **D** Correlation between *TUG1* and *PPARGC1A* in males and females at Post 3 h; dotted lines represent 95% CI. See also Additional file 1: Supplementary Fig. S1

**Table 1:** Participant characteristics

	Male	Female	***p*** value
Age (years)	23.6 ± 4.8	23.6 ± 3.3	1.000
Weight (kg)	74.0 ± 7.4	66.1 ± 8.3	0.085
BMI (kg/m^2^)	24.2 ± 3.1	24.5 ± 2.7	0.859
VO_2peak_ (L/min)	3.55 ± 0.37	2.63 ± 0.27	0.000
VO_2peak_ (mL/min/kg)	47.9 ± 6.3	40.1 ± 5.0	0.026
Power (W) at 70% VO_2peak_	146.6 ± 25.5	102.4 ± 14.0	0.002

Values are mean ± SD, *n* = 7 per sex; two-tailed unpaired *t*-test

### *Tug1* regulates mitochondria- and myogenesis-related gene and protein expression, in vitro

To understand the potential mechanistic relationship between *TUG1* and PGC-1α in the skeletal muscle response to exercise, we conducted in vitro studies using the C2C12 cell line, originally derived from skeletal muscle of a female C3H mouse [16–18]. Knockdown (KD) of *Tug1* (the *Mus musculus* orthologue of human *TUG1*) was achieved using antisense locked nucleic acid (LNA) oligonucleotides, which hybridise with their target sequence, resulting in cleavage by endogenous RNase-H activity [19]. The LNA was designed to target all three transcript variants of *Tug1* (Additional file 1: Fig. S2A). This was confirmed by qPCR (Additional file 1: Fig. S2B), and transfection of the LNA at 5–50 nM concentrations decreased levels of *Tug1* to approximately 40% of the negative control LNA (herein referred to as *control*) (Additional file 1: Fig. S2C).

Using this model, we first sought to determine the effects of *Tug1* knockdown in myotube differentiation — a process that requires mitochondrial biogenesis [20, 21]. *Tug1* was knocked down for 24 h in proliferating myoblasts and for 24, 48, 72 and 96 h during differentiation into myotubes (Fig. 2A). Interestingly, *Tug1* KD appeared to augment myotube diameter by day 4 of differentiation (Fig. 2B). Analysis of gene expression by qPCR showed that there was a main effect of *Tug1* KD to decrease the expression levels of *Ppargc1a*; however, downstream targets *Nrf1* (nuclear respiratory factor 1) and *Gabpa* (GA-binding protein alpha) remained unaffected (Fig. 2C). The expression of transcription factors *Myod1* (myogenic differentiation 1) and *Myog* (myogenin) increased as expected throughout differentiation; however, their mRNA abundance was not significantly affected by *Tug1* KD (Fig. 2C).

**Fig. 2:**
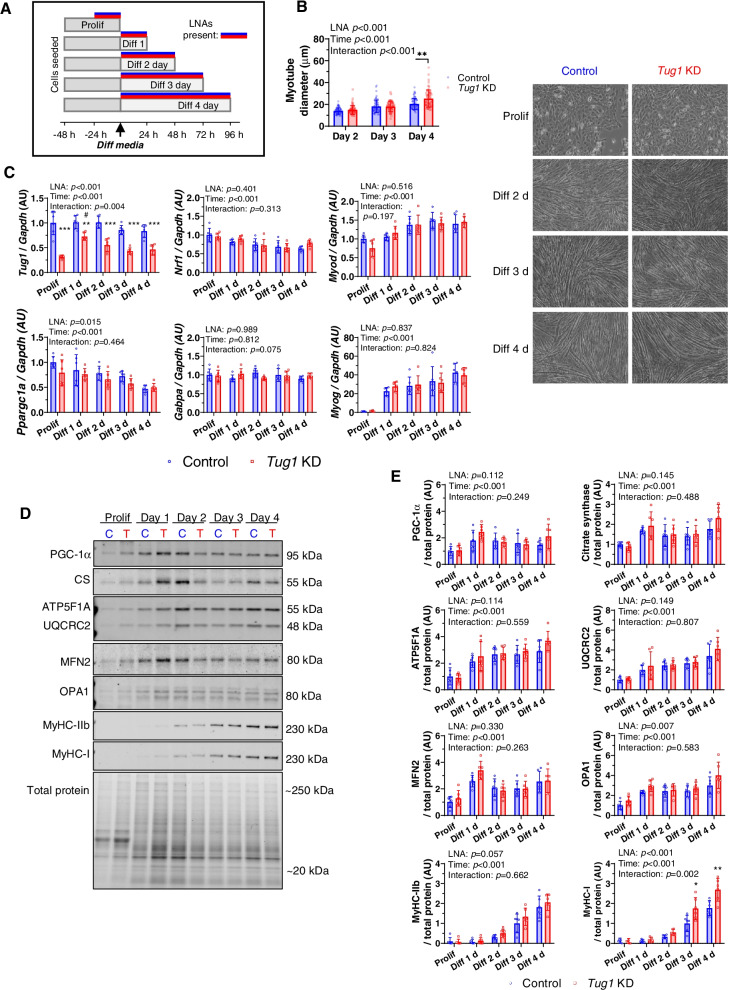
Mitochondria and myogenesis-related gene and protein levels in response to *Tug1* knockdown during myocyte differentiation, in vitro. **A** C2C12 myoblasts were transfected with *Tug1* or control LNAs (25 *n*M) for 24 h during proliferation (Prolif) or for 1 to 4 days during differentiation (Diff). **B** Quantification of myotube diameter and representative phase-contrast images. Data are measurements of ≥20 individual myotubes per well from *n*=3 replicate wells, analysed by two-way ANOVA for main effects of LNA and time, with significant interactions analysed by Bonferroni post hoc tests: **p < 0.01 *Tug1* KD compared to control. **C** Gene expression of selected targets by RT-qPCR, *n*=6 replicates per group and time point. **D** Representative immunoblots of protein expression in control (C) and *Tug1* KD (T) samples **E** quantified relative to total protein (stain free); data are mean (SD) for *n*=6 (triplicate wells across two independent experiments), analysed by two-way ANOVA for main effects of LNA and time, with significant interactions analysed by Bonferroni post hoc tests: *p < 0.05, **p < 0.01, ***p < 0.001 *Tug1* KD compared to control. See also Additional file 1: Supplementary Fig. S2

At the protein level, knockdown of *Tug1* throughout differentiation did not appear to affect PGC-1α protein abundance (LNA main effect *p* = 0.11; Fig. 2D, E). Similarly, throughout differentiation, *Tug1* KD did not significantly alter levels of mitochondrial proteins including citrate synthase, ATP5F1A and UQCRC2 (subunits of complexes V and III, respectively), or mitofusin 2 (MFN2) — an outer mitochondrial membrane fusion protein transcriptionally regulated by PGC-1α [22] (Fig. 2D, E). There was however a significant main effect of *Tug1* KD to increase expression of OPA1, a GTPase involved in regulating inner mitochondrial membrane fusion (Fig. 2D, E). Lastly, as a marker of myotube differentiation, we measured myosin heavy chain (MyHC) protein expression. Notably, we found that *Tug1* KD augmented the increase in MyHC type I (slow) isoform by day 3 and 4 of differentiation, whereas the increase in MyHC type IIb (fast) isoform was unaffected (Fig. 2D, E).

### Tug1 regulates mitochondrial morphology and respiratory function, in vitro

Despite the limited effects of *Tug1* KD on the expression of several mitochondrial genes and proteins measured throughout myocyte differentiation, it is possible that additional factors could affect mitochondrial morphology and respiratory function. We found that mitochondria in *Tug1* KD myotubes were less elongated (as indicated by aspect ratio measurements) and more rounded (Fig. 3 and Additional file 1: Fig. S3), suggesting a shift towards a more fragmented morphology. Fragmented mitochondria are known to have elevated rates of leak state respiration which impairs electron transport system coupling efficiency [3, 23]. Therefore, we next measured the effects of *Tug1* KD on mitochondrial respiration (O_2_ consumption) in myoblasts and differentiated myotubes using high-resolution respirometry (Fig. 4A, B, and Additional file 1: Fig. S4). Rates of leak state (non-phosphorylating) respiration supported by complex I substrates (LEAK CI) were elevated with *Tug1* KD compared to control myotubes (Fig. 4C). Rates of oxidative phosphorylation supported by complex I substrates (OXPHOS CI) were not significantly affected by *Tug1* KD; however, there was a significant impairment in respiratory coupling ratio (RCR P/L CI, Fig. 4C). Uncoupled respiration rates supported by convergent complex I+II substrate input (ETS CI+II) or complex II alone (ETS CII) were not significantly affected by *Tug1* KD (Fig. 4C).

**Fig. 3:**
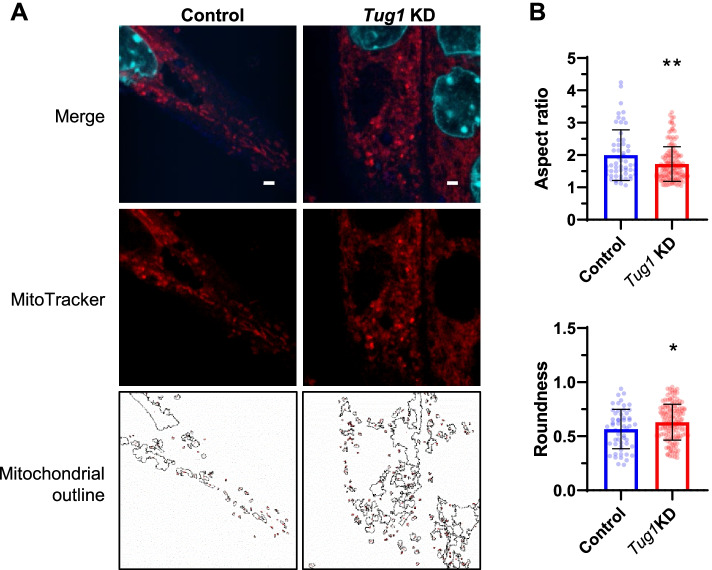
Mitochondrial morphology is more fragmented in *Tug1* KD myotubes. C2C12 myocytes were differentiated for 3 days, transfected with *Tug1* and control LNAs (25 *n*M) for 24 h. **A** Confocal microscopy of mitochondria (red channel; MitoTracker RedCMXros, 50 *n*M), F-actin (blue channel; phalloidin) and nuclei (cyan; DAPI). Scale bar = 2 μm. **B** Morphology analyses of mitochondria shown in **A***.* Individual points are the quantification of each outlined region and bars represent the mean (SD) for one replicate analysed by unpaired two-tailed *t*-test: *p<0.05, **p<0.01. See also Additional file 1: Supplementary Fig. S3; individual data are available at DOI: 10.6084/m9.figshare.20175770 [24]

**Fig. 4:**
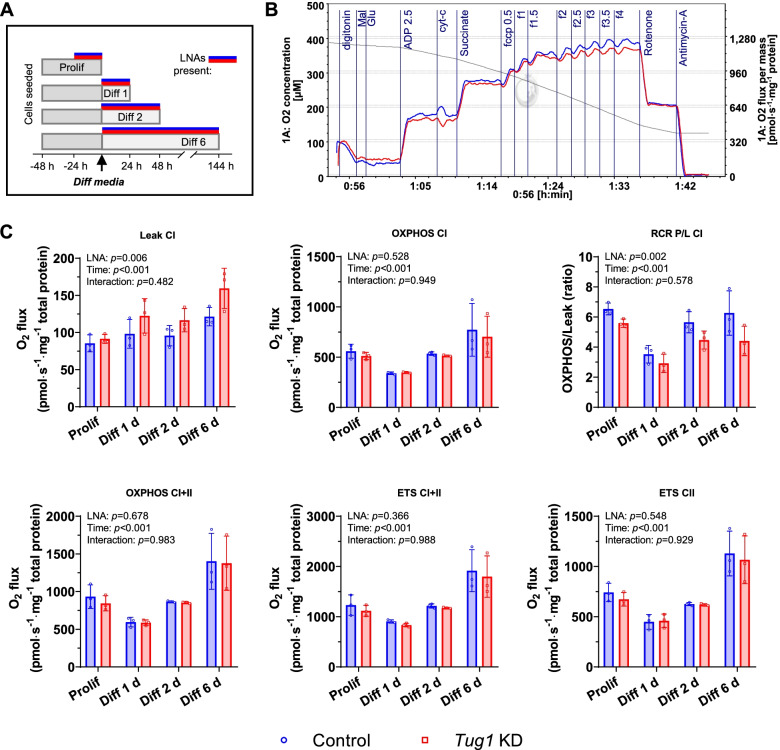
Mitochondrial leak state respiration is elevated in *Tug1* KD myoblasts and differentiating myotubes. **A** C2C12 cells were transfected with antisense LNAs (10 *n*M) for *Tug1* knockdown (*Tug1* KD) or control then proliferated (Prolif) for 24 h or differentiated (Diff) for 1, 2 or 6 days prior to high-resolution mitochondrial respiratory analyses. **B** Representative trace showing O_2_ flux for control (blue) overlaid with *Tug1* KD (red) throughout a substrate, uncoupler and inhibitor titration (SUIT) protocol. **C** Quantification of O_2_ consumption during specific respiratory states (Leak, non-phosporylating O_2_ flux; OXPHOS, ADP stimulated oxidative phosphorylation; ETS, uncoupled electron transport system) supported by complex I linked (malate + glutamate) and complex II linked (succinate) substrates, normalised to total cellular protein. Data are mean (SD) for *n*=3 independent experiments for each time point, analysed by ordinary two-way ANOVA for main effects of LNA and time, with Bonferroni post hoc tests for significant interaction effects: *p<0.05 *Tug1* KD compared to NC. See also Additional file 1: Supplementary Fig. S4; individual data are available at DOI: 10.6084/m9.figshare.20175770 [24]

### *Tug1* regulates *Ppargc1a* mRNA responses to pharmacological exercise-mimetics in vitro

We next sought to understand how *Tug1* KD affects *Ppargc1a* mRNA expression in response to cellular signals associated with exercise. To do this, we pharmacologically mimicked two key exercise-mediated signals known to stimulate PGC-1α-mediated transcriptional activity then measured subsequent changes in the expression of *Ppargc1a* mRNA (Fig. 5A). Elevations in sarcoplasmic [Ca^2+^] that occur in muscle contraction were mimicked by incubating myotubes with caffeine to stimulate Ca^2+^ release from the sarcoplasmic reticulum [25]. Perturbations to cellular energy homeostasis that occur during exercise were mimicked using the AMPK agonist, 5-aminoimidazole-4-carboxamide ribonucleotide (AICAR) [26]. There was a main effect of treatment on *Tug1* gene expression, which tended to increase in response to taurine (used here as a positive control, i.e. *t*aurine-*u*pregulated *g*ene) (Fig. 5B). In control cells, *Ppargc1a* mRNA expression increased as expected in response to caffeine, AICAR and taurine. However, *Tug1* KD prevented the increase in *Ppargc1a* mRNA expression in response to caffeine and taurine, but not AICAR (Fig. 5B). This suggests that *Tug1* plays a role in Ca^2+^-mediated but not AMPK-mediated expression of *Ppargc1a* mRNA.

**Fig. 5:**
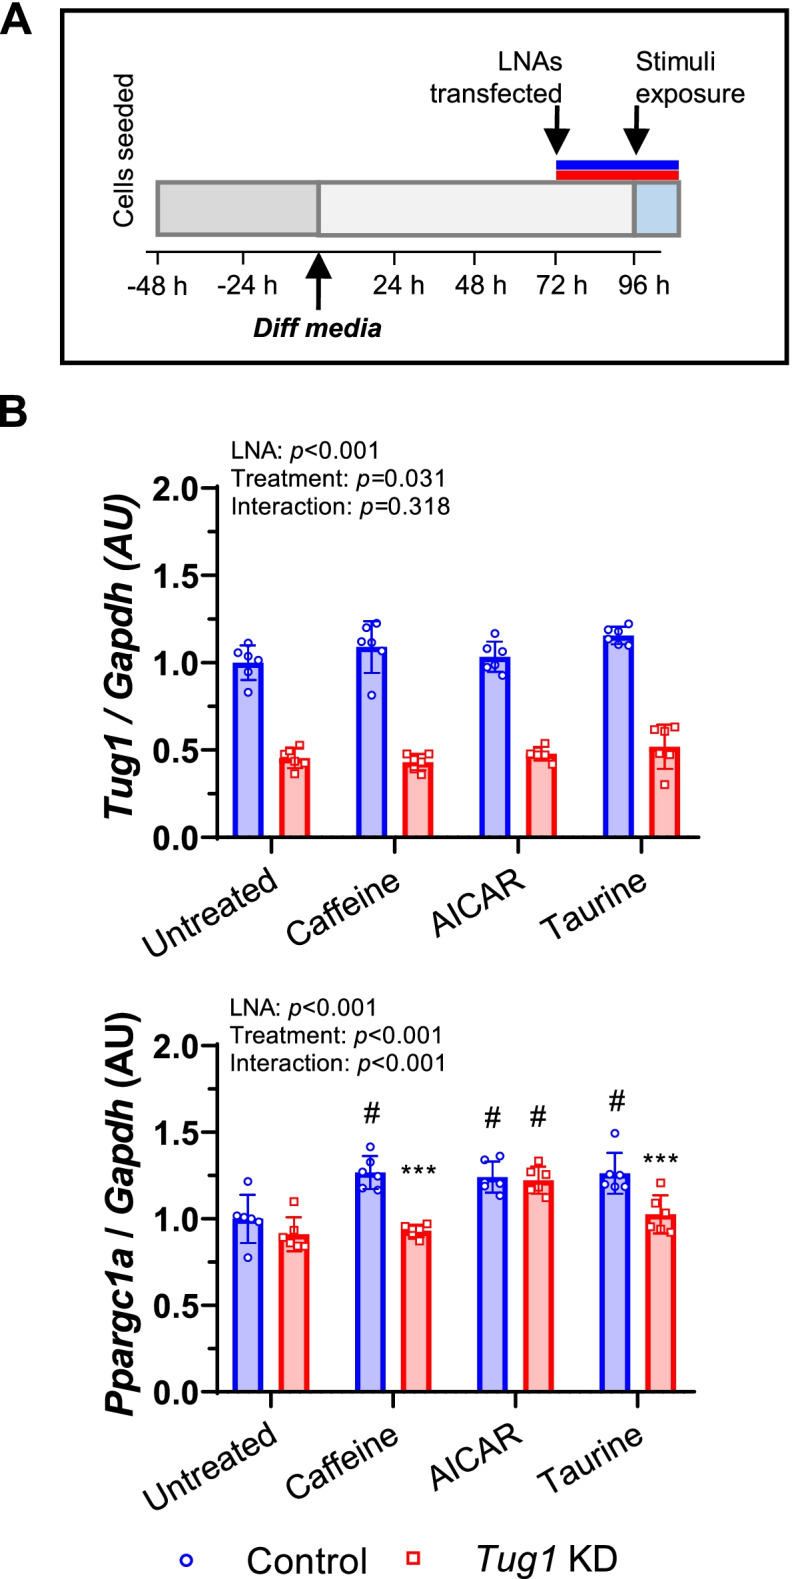
*Ppargc1a* expression in response to a Ca^2+^-mediated pharmacological exercise mimetic requires *Tug1*. **A** C2C12 myocytes were differentiated for 3 days then transfected with *Tug1* or control LNA (25 *n*M) for 24 h. Transfected myotubes were then exposed to caffeine (0.1 mM), AICAR (0.5 mM), taurine (5 mM) or untreated control for 6 h, then **B** gene expression of *Tug1* and *Ppargc1a* was analysed by RT-qPCR. Data are mean (SD) for *n*=6 (triplicate wells across two independent experiments), analysed by ordinary two-way ANOVA for main effects of LNA and treatment. Significant main interaction effect was analysed by Bonferroni post hoc test; **p<0.01, ***p<0.001, *Tug1* KD vs. control (NC)

### *Tug1* regulates muscle transcriptomic responses to exercise-like stimuli, in vitro

To further understand the role of *Tug1* on the muscle transcriptome, we performed RNA sequencing on myotubes at rest and in response to an exercise-like stimulus. 

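The cells were C2C12 myotubes, the multinucleate muscle cells that this mouse myoblast line forms in differentiation medium. They received an antisense locked nucleic acid (LNA) at 25 nM, either against *Tug1* (*Tug1* KD) or a negative control (control myotubes). On day 4 of differentiation they were left unstimulated (Rest) or underwent electrical pulse stimulation (EPS), which gave 6 groups of 6 libraries each and 36 libraries in all. The paper states that each group holds triplicate wells from 2 independent experiments, and its text does not name the experiment of each replicate number. Replicates 1 to 3 and replicates 4 to 6 were treated as the 2 sets, because the libraries part that way in all 6 groups. Each library was made from poly-A RNA and read strand by strand as 150-bp pairs, and the values analysed are the authors' counts per gene after trimming with fastp and alignment with STAR to GRCm39, without normalization. The counting mode and its strand setting are not named in the text. Counts on genes ranged from 17675366 to 22516122 per library in Rest control myotubes (median 20155805) and from 17974037 to 21608733 in Rest *Tug1* KD myotubes (median 19204369.5). The depth stated in the paper, at least 40 M reads per sample, is that of the sequencing, and all values here rest on the counts on genes. The authors tested differential expression with limma-voom in Degust. Here the counts were normalized by edgeR's TMM method, genes with at least 1 RPM in at least 12 libraries were kept (the paper's filter, 13995 genes), and all 6 groups were fitted together in edgeR's quasi-likelihood model without a term for the replicate sets. FDR values are Benjamini-Hochberg adjusted p values over all genes tested, and RPM values are scaled by the TMM factors. *Tug1* (ENSMUSG00000056579), the gene targeted by the LNA, lies on chromosome 11 of GRCm39 from 3589785 to 3599673 on the minus strand. Its expression at Rest was 48.4 ± 6.79 RPM (SD, n = 6) in control myotubes, from 38.6 to 58.3 RPM across libraries, and 27.3 ± 3.69 RPM (SD, n = 6) in *Tug1* KD myotubes, from 24.0 to 33.3 RPM. The log_2_FC was -0.83 (SE 0.171, FDR = 0.000915), all 6 *Tug1* KD libraries lay under every control library, and the value was -0.94 in replicates 1 to 3 and -0.71 in replicates 4 to 6. The alternative that moved this value most was the fit to replicates 4 to 6 alone.

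**Figure D1:**
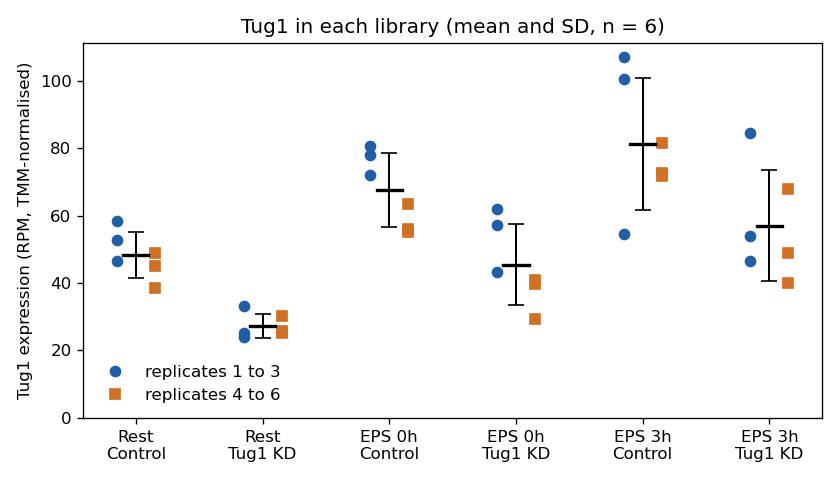
Expression of *Tug1* in RPM scaled by TMM factors (vertical axis) in each of the 36 libraries, by group (horizontal axis), with the mean and SD of the 6 libraries of a group. At Rest the *Tug1* KD libraries sit between 24.0 and 33.3 RPM, under all control libraries.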

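Between Rest *Tug1* KD and Rest control myotubes (n = 6 libraries each), 500 genes had higher and 326 lower counts at an FDR under 0.01, and 776 were higher and 625 lower at an FDR under 0.05. All 826 genes past the stricter threshold changed in the same direction in replicates 1 to 3 and in replicates 4 to 6, and 802 of them are among the 867 genes that the paper lists in Table S1. These genes were called from both sets together, which favours the same direction, so this is no independent test. The alternative that moved the counts by the largest ratio was the fit to replicates 1 to 3 alone, which called 207 genes higher and 113 lower, while replicates 4 to 6 alone gave 695 and 389. Among the genes with a mean of at least 5 RPM in either group and no overlap between the groups' libraries, the largest rises were those of *Dmd* and *Pkhd1*. *Pkhd1* (ENSMUSG00000043760, chromosome 1, 20128003 to 20688288) went from 5.43 ± 1.26 to 26.1 ± 3.34 RPM (SD, n = 6 per group), a log_2_FC of 2.27 (FDR = 1.08e-10). *Dmd* (ENSMUSG00000045103, chromosome X, 81992474 to 84249747) went from 1.23 ± 0.522 to 6.62 ± 1.40 RPM (SD, n = 6 per group), with a log_2_FC of 2.43 (FDR = 3.09e-06). An intron of this gene holds a site that can pair with 12 contiguous bases of the control LNA. The largest falls were those of *Atp1b2* (ENSMUSG00000041329, chromosome 11, 69487651 to 69496851), with a log_2_FC of -2.29 (FDR = 7.29e-05), and *Tac4* (ENSMUSG00000020872, chromosome 11, 95152355 to 95160091), with a log_2_FC of -2.04 (FDR = 1.54e-07). In each of these 4 genes all 6 *Tug1* KD libraries lay beyond the control mean.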

At rest, *Tug1* KD was associated with the downregulation of 351 genes and upregulation of 516 genes (FDR < 0.01; Fig. 6A, Additional file 1: Figure S5 and Additional file 2: Table S1). The most highly enriched biological process based on gene ontology (GO) overrepresentation analysis (Additional file 2: Table S2) was “positive regulation of mitochondrial calcium ion concentration (GO:0051561)” which was associated with the upregulation of *Mcu* (mitochondrial calcium uniporter), *Micu1* and *Micu2* (mitochondrial calcium uptake) and *Mcur1* (mitochondrial calcium uniporter regulator 1), yet downregulation of *Atp2a1* (sarcoplasmic/endoplasmic reticulum calcium ATPase 1). 

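*Mcu* (ENSMUSG00000009647, chromosome 10, 59282806 to 59452522) was expressed at 74.9 ± 12.4 RPM in Rest control and 116.5 ± 13.3 RPM in Rest *Tug1* KD myotubes (SD, n = 6). This is a log_2_FC of 0.64 (SE 0.128, FDR = 0.00068). Its log_2_FC was 0.55 in replicates 1 to 3 and 0.75 in replicates 4 to 6, and one of its introns has a site of 11 contiguous bases complementary to the control LNA. *Micu2* (ENSMUSG00000021973, chromosome 14, 58153706 to 58236767) rose from 82.6 ± 9.49 to 107.8 ± 8.65 RPM (SD, n = 6), with a log_2_FC of 0.38 (SE 0.111) and an FDR of 0.0196. This lies above the 0.01 threshold used for genes at Rest, and over all alternatives the FDR lay between 0.000404 and 0.112. *Mcur1* (ENSMUSG00000021371, chromosome 13, 43691869 to 43713738) was lower in *Tug1* KD than in control myotubes, at 35.7 ± 4.49 against 44.6 ± 3.50 RPM (SD, n = 6), with a log_2_FC of -0.32 (SE 0.0757, FDR = 0.00336). *Atp2a1* (ENSMUSG00000030730, chromosome 7, 126045013 to 126063423) was also lower, at 483.5 ± 66.4 against 658.4 ± 81.1 RPM (SD, n = 6), with a log_2_FC of -0.45 (SE 0.102, FDR = 0.00276). All 6 *Tug1* KD libraries lay on the same side of the control mean for each of these genes. The paper states that the regulation of mitochondrial calcium was the process most enriched among the genes changed by *Tug1* KD. The enrichment itself was not analysed here.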

We confirmed that *Mcu* upregulation was a *Tug1*-specific effect by observing the same response with an alternative *Tug1* LNA in a different cell line (Additional file 1: Fig. S5G). Also enriched in response to *Tug1* KD were terms including “regulation of striated muscle contraction (GO:0006942)” and “muscle cell development (GO:0055001)” (Additional file 2: Table S2). 

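Of the genes regulated by PGC-1α, the 6 named by the paper were examined in the Rest myotubes. *Pparg* (ENSMUSG00000000440, chromosome 6, 115337675 to 115468268) was expressed at 20.8 ± 3.66 RPM in control and 15.6 ± 1.56 RPM in *Tug1* KD myotubes (SD, n = 6). The log_2_FC was -0.41 (SE 0.118, FDR = 0.0178). It fell by 0.64 in replicates 1 to 3 and by 0.19 in replicates 4 to 6 on the log_2_ scale. *Alas1* (ENSMUSG00000032786, chromosome 9) had a log_2_FC of -0.44 (FDR = 0.000684), and *Kat2a* (ENSMUSG00000020918, chromosome 11) one of -0.26 (FDR = 0.0451). *Mgst2* (ENSMUSG00000074604, chromosome 3) went from 8.18 ± 1.18 to 3.91 ± 0.686 RPM (SD, n = 6). That gives a log_2_FC of -1.07 (SE 0.165, FDR = 1.89e-05). The estrogen-related receptor genes had few counts, where 3 counts in a library correspond to about 0.14 RPM. *Esrrb* (ENSMUSG00000021255, chromosome 12, 86407887 to 86568409) measured 0.150 ± 0.124 RPM in control and 0.797 ± 0.328 RPM in *Tug1* KD myotubes (SD, n = 6), with a log_2_FC of 2.39 (SE 0.375, FDR = 2.44e-05). Its transcript includes an intronic site with 13 contiguous bases complementary to the control LNA. *Esrrg* (ENSMUSG00000026610, chromosome 1, 187340988 to 187947082) measured 0.394 ± 0.139 and 1.33 ± 0.367 RPM (SD, n = 6), with a log_2_FC of 1.75 (SE 0.372, FDR = 0.00126). It has such a site of 11 contiguous bases. For all 6 genes each of the 6 *Tug1* KD libraries lay beyond the control mean.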

Evaluation of 80 PGC-1α target genes (defined as containing one or more binding sites for PGC-1α in their promoter region) showed that 4 were downregulated (*Pparg*, *Alas1*, *Kat2a* and *Mgst2*) and 2 upregulated (*Esrrb* and *Esrrg*) in response to *Tug1* KD (FDR < 0.05; Fig. 6B). However, downstream PGC-1α target genes directly involved in mitochondrial biogenesis such as *Nrf1*, *Gabpa* and *Tfam* were unaffected. 

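At Rest, *Nrf1* (ENSMUSG00000058440, chromosome 6, 30047892 to 30153462) was expressed at 34.5 ± 2.34 RPM in control and 33.2 ± 3.52 RPM in *Tug1* KD myotubes (SD, n = 6). Its log_2_FC was -0.06 (SE 0.0837, FDR = 0.791) with 5 of 6 *Tug1* KD libraries under the control mean. *Gabpa* (ENSMUSG00000008976, chromosome 16, 84631140 to 84660672) was expressed at 64.8 ± 6.13 and 67.8 ± 7.32 RPM (SD, n = 6). The log_2_FC was 0.07 (SE 0.111, FDR = 0.824) with 3 of 6 libraries above the control mean. *Tfam* (ENSMUSG00000003923, chromosome 10, 71061287 to 71074110) was expressed at 46.1 ± 1.94 and 44.9 ± 4.29 RPM (SD, n = 6). This is a log_2_FC of -0.04 (SE 0.0855, FDR = 0.881) with 5 of 6 libraries under it. The 3 differences were smaller than the SD of the libraries within either group, and the sign differed between replicates 1 to 3 and replicates 4 to 6 in each of the 3 genes.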

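The genes of the electron transport chain were examined as a list of 84 nuclear-encoded and 13 mtDNA-encoded subunits, of which 82 and 10 passed the filter. Between Rest *Tug1* KD and Rest control myotubes, 1 nuclear-encoded gene passed an FDR of 0.05 over all genes tested, and 0 passed when adjusted over the list alone, where 2 higher and 1 lower were at an unadjusted p under 0.05. A fit with a term for the replicate set had 3 past it over all genes tested, 2 of them higher with *Tug1* KD. The log_2_FC was positive for 56 of the 82 genes with a median of 0.04, which was 0.20 in replicates 1 to 3 and -0.14 in replicates 4 to 6. Of the mtDNA-encoded genes 0 passed an FDR of 0.05, with 0 higher and 0 lower at an unadjusted p under 0.05. Among them *mt-Co2*, *mt-Co3* and *mt-Atp6* had means over all libraries of only 4.77, 3.86 and 2.8 RPM. The others lay between 186 RPM (*mt-Nd6*) and 6850 RPM (*mt-Co1*). All 10 had a positive log_2_FC with a median of 0.27, which was 0.57 in replicates 1 to 3 and -0.03 in replicates 4 to 6. As sets, the nuclear-encoded genes had an adjusted p of 0.968 in camera and 0.973 in fry, and the mtDNA-encoded genes 0.553 and 0.871. The nuclear-encoded gene past the threshold in both fits and lower with *Tug1* KD was *Cox7a1* (ENSMUSG00000074218, chromosome 7, 29883569 to 29885503). It was expressed at 5.28 ± 2.15 RPM in control and 2.56 ± 1.06 RPM in *Tug1* KD myotubes (SD, n = 6). That gives a log_2_FC of -1.04 (SE 0.299, FDR = 0.0186). All 6 *Tug1* KD libraries lay under the control mean. Its log_2_FC was -0.99 in replicates 1 to 3 and -1.13 in replicates 4 to 6.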

In line with this, the expression of genes encoding mitochondrial electron transport chain subunits were unaffected by *Tug1* KD, with the exception of a muscle-specific complex IV subunit (*Cox7a1*) which was downregulated (Fig. 6C). Transcription factor enrichment analysis revealed that the myogenic transcription factors MYOD1 and MYOG may be involved in mediating the effects of *Tug1* KD on the myotube transcriptome (Fig. 6D).

**Fig. 6:**
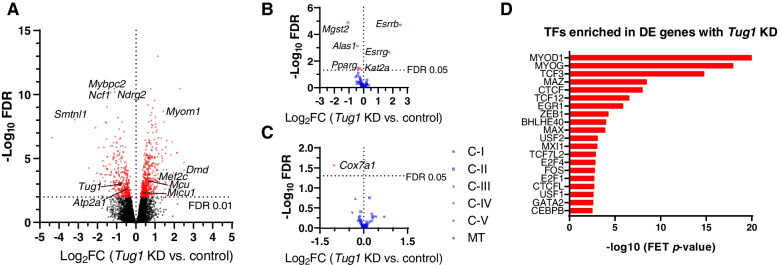
Transcriptomic responses to *Tug1* KD in myotubes. C2C12 myocytes were differentiated for 3 days, transfected with *Tug1* or control LNAs for 24 h, then harvested on day 4 for RNA-seq. **A** Volcano plot of 867 differentially expressed genes (FDR<0.01, red points) that were upregulated (positive log_2_FC) or downregulated (negative log_2_FC) as a result of *Tug1* KD compared to control. Selected genes of interest are labelled (see supplementary tables for full list). **B** Volcano plot of PGC-1α target genes with *Tug1* KD compared to control. **C** Volcano plot of nuclear-encoded mitochondrial ETC subunits of complexes *I* to *V* (C-I – C-V) as well as mtDNA-encoded (MT) subunit expression with *Tug1* KD compared to control. **D** Transcription factors enriched among DE genes due to *Tug1* KD. Data are from *n*=6 libraries per group (triplicate wells from two independent experiments for each condition). See also Additional file 1: Supplementary Fig. S5, as well as Additional file 2: Supplementary tables S1 and S2

To simulate exercise in vitro, we used electrical pulse stimulation (EPS) to induce myotube contractions [27]. Myotubes were transfected with LNAs at day 3 of differentiation; then, on day 4, they were electrically stimulated for 3 h. 

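The myotubes that underwent EPS form 4 of the 6 groups, harvested directly at the end of the stimulation (EPS 0h) or after 3 h of recovery (EPS 3h), and were compared with the Rest libraries described above. Counts on genes ranged from 17694700 to 22474726 per library in EPS 0h control (median 19764457.5), from 17005079 to 24181167 in EPS 0h *Tug1* KD (median 19707815.5), from 17451381 to 22812123 in EPS 3h control (median 20126149) and from 17734154 to 20651294 in EPS 3h *Tug1* KD myotubes (median 18952415.5). These libraries were processed by the authors and tested here as those at Rest were. *Tug1* itself was expressed at 67.5 ± 11.0 RPM in control and 45.5 ± 12.0 RPM in *Tug1* KD myotubes at EPS 0h (SD, n = 6). Its log_2_FC was -0.57 (SE 0.169, FDR = 0.0178) with 6 of 6 *Tug1* KD libraries under the control mean. At EPS 3h it was 81.3 ± 19.5 and 57.0 ± 16.5 RPM (SD, n = 6). The log_2_FC was -0.51 (SE 0.168, FDR = 0.0414) with 5 of 6 libraries under the control mean. In replicates 1 to 3 and replicates 4 to 6 the log_2_FC was -0.49 and -0.66 at EPS 0h and -0.50 and -0.53 at EPS 3h. An EPS response is the comparison with Rest within control myotubes, with the paper's thresholds of an FDR under 0.01 and a log_2_FC above 1. With library size as the only scaling, the log_2_FC between EPS 3h and Rest shifted by a median of -0.168 in control and -0.164 in *Tug1* KD myotubes from the values under the TMM scaling, to which the values here are relative.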

Cells were harvested immediately after EPS (EPS 0h), or after 3 h of recovery (EPS 3h), then analysed by RNA sequencing (Fig. 7A). At EPS 0 h, there was robust EPS-induced phosphorylation of P38 MAPK (Fig. 7B), which is a typical response to acute exercise [28] and there were 835 genes upregulated compared to baseline (Rest) in control myotubes (log_2_FC>1, FDR<0.01; Fig. 7C, Table S3). Among these were *Hspa1a*, *Atf3* and *Nr4a3* which are well-established exercise-responsive genes in human skeletal muscle [14, 29]. 

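In control myotubes 872 genes were higher at EPS 0h than at Rest and 308 were lower by the same thresholds (n = 6 libraries each). All 1180 genes changed in the same direction in replicates 1 to 3 and in replicates 4 to 6, which their call from both sets together favours. Of the 872 genes, 823 are among the 835 genes that the paper lists in Table S3. The alternative that moved these counts by the largest ratio was a test against the log_2_FC threshold itself (glmTreat), which called 353 genes higher and 30 lower. The largest rises among genes with at least 5 RPM in either group were those of *Gm48565* (ENSMUSG00000110982, chromosome 9, 40732265 to 40733969), which had at most 2 counts in any Rest control library and was at least 65.4-fold higher at EPS 0h with 9.14 ± 5.91 RPM (SD, n = 6, FDR = 9.45e-10), and of *Gm5566* (ENSMUSG00000080002, chromosome 5), with a log_2_FC of 5.12 (FDR = 3.26e-10). The latter is a processed pseudogene whose counts could include reads of its parent gene. The largest falls were those of *Aldh3a1* (ENSMUSG00000019102, chromosome 11), with a log_2_FC of -2.71 (FDR = 4.04e-11), and *Gm3776* (ENSMUSG00000111709, chromosome 9), with a log_2_FC of -2.46 (FDR = 5.01e-08). In all 4 genes the 6 EPS 0h libraries lay beyond the Rest mean.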

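*Hspa1a* (ENSMUSG00000091971, chromosome 17, 35188166 to 35191132) went from 172.4 ± 90.8 RPM at Rest to 1517 ± 344.8 RPM at EPS 0h in control myotubes (SD, n = 6). This is a log_2_FC of 3.14 (SE 0.262, FDR = 1.57e-11). Its neighbour *Hspa1b* (ENSMUSG00000090877, chromosome 17, 35175412 to 35178214), whose sequence is close enough that counting could have split reads between both, had a log_2_FC of 1.82 (SE 0.145, FDR = 5.74e-12). *Atf3* (ENSMUSG00000026628, chromosome 1, 190902493 to 190950241) went from 166.0 ± 26.1 to 426.4 ± 27.4 RPM (SD, n = 6). That gives a log_2_FC of 1.36 (SE 0.101, FDR = 1.4e-12). *Nr4a3* (ENSMUSG00000028341, chromosome 4, 48045153 to 48086447) went from 2.60 ± 0.671 to 15.4 ± 4.25 RPM (SD, n = 6). Its log_2_FC was 2.57 (SE 0.232, FDR = 8.8e-11). For each of these genes all 6 EPS 0h libraries lay above every Rest library. In a list of 12 heat shock genes all 12 were higher at EPS 0h, with a median log_2_FC of 1.35, and all 12 at EPS 3h, with a median of 2.16. All 12 also passed an FDR of 0.05 when adjusted over the list alone, and the set had an adjusted p of 6.03e-18 at EPS 0h and 8.94e-24 at EPS 3h in camera. Both calls hold under fry (1.26e-12 and 2.05e-17).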

Following 3-h recovery (EPS 3h), 1316 genes were upregulated compared to Rest in control myotubes (log_2_FC>1, FDR<0.01; Fig. 7D, Additional file 2: Table S4), 764 of which were common to those at EPS 0 h while 551 were unique to EPS 3 h (Additional file 1: Fig. S5C). 

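At EPS 3h 1346 genes were higher and 661 lower than at Rest in control myotubes (n = 6 libraries each), and 801 of the 1346 were also higher at EPS 0h while 545 passed the thresholds at EPS 3h alone. All 2007 genes changed in the same direction in both sets of replicates, which their call from both sets together favours. Of the 1346 genes, 1308 are among the 1316 genes that the paper lists in Table S4. EPS 0h and EPS 3h share their Rest libraries. In 20 simulations unchanged groups were drawn around the mean of these Rest libraries. Picking as many genes as were called gave between 77 and 106 genes in common, with a median of 96.5. The draws leave out the sampling error of the Rest libraries, so they cannot show what the sharing alone would give. With library size as the only scaling 996 genes were lower, and the share of higher genes fell to 53.7% from 67.1%. *Gm17546* (ENSMUSG00000078648, chromosome 15, 95722338 to 95727968), a lncRNA gene with 0 counts in all Rest control libraries, was at least 45.6-fold higher at EPS 3h with 6.37 ± 3.93 RPM (SD, n = 6, FDR = 1.54e-10). *Ubtfl1* (ENSMUSG00000074502, chromosome 9) was at least 50.9-fold higher with 7.12 ± 3.15 RPM (SD, n = 6, FDR = 1.66e-12). The largest falls among genes with at least 5 RPM in either group were those of *G0s2* (ENSMUSG00000009633, chromosome 1), with a log_2_FC of -3.19 (FDR = 3.63e-13), and *Bdkrb1* (ENSMUSG00000041347, chromosome 12), with a log_2_FC of -3.11 (FDR = 9.11e-11). In all 4 genes every one of the 6 EPS 3h libraries lay beyond the Rest mean.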

There was a significant overlap of 44 genes downregulated by *Tug1* KD and also downregulated 3 h after EPS (Additional file 1: Fig. S5D).

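For the overlap, genes lower with *Tug1* KD at Rest (625) and genes lower at EPS 3h than at Rest in control myotubes (3626) were taken at an FDR under 0.05 from the 13995 genes tested. They had 233 genes in common against 162 expected by chance, an odds ratio of 1.75 (one-sided Fisher's exact test, p = 1.02e-10). Both comparisons use the Rest control libraries. In 20 simulations unchanged groups were drawn around the mean of these libraries and compared with them. Picking as many genes in each comparison gave between 135 and 203 genes in common, with a median of 167.5. Such draws leave out the sampling error of the shared libraries. They therefore cannot show how many genes in common the sharing alone would give. The number in common was 115 in replicates 1 to 3 alone and 407 in replicates 4 to 6 alone. Of the alternatives set before the data were examined, the one that moved it by the largest ratio was an FDR under 0.01 in both comparisons, which left 92 genes. A term for the replicate set in the fit, with sets taken from the data, raised it to 454.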

**Fig. 7:**
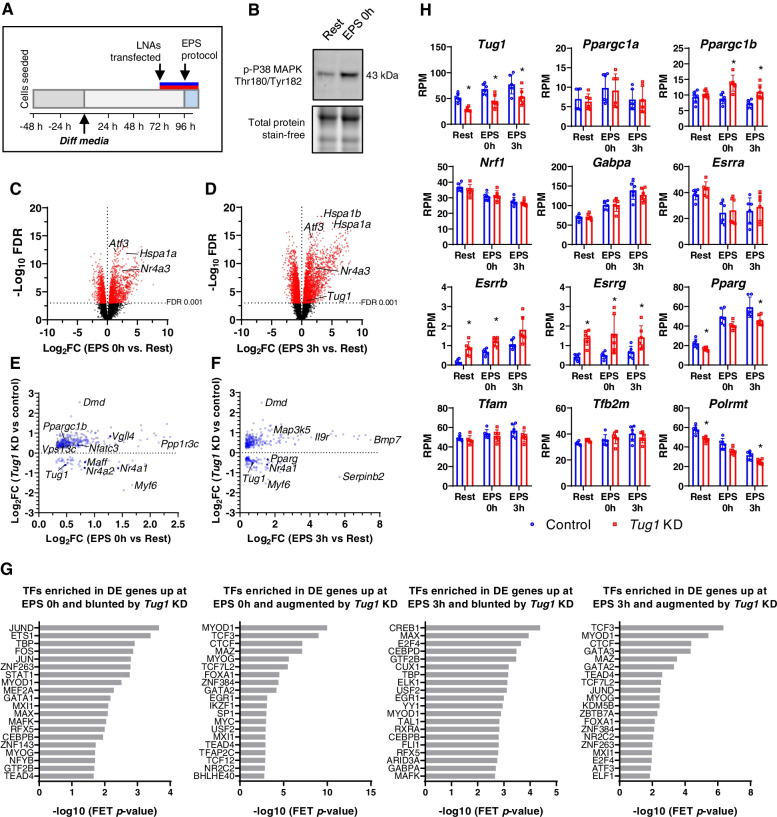
*Tug1* KD modifies transcriptomic responses to simulated exercise in myotubes. **A** C2C12 myocytes were differentiated for 3 days, transfected with *Tug1* or control LNAs for 24 h, then on day 4 underwent electrical pulse stimulation (EPS) or rest for 3 h before being harvested immediately (EPS 0h) or after 3-h recovery (EPS 3h) for RNA-seq. **B** Representative immunoblot of phosphorylated p38 MAPK immediately after 3 h EPS. **C** RNA-seq volcano plot of genes in control myotubes differentially expressed immediately after the EPS protocol, and **D** 3 h after EPS compared to Rest (red points, FDR<0.001). **E** Scatterplot of genes that were upregulated (FDR<0.05) at EPS 0h or **F** EPS 3h compared to Rest, but blunted or augmented by *Tug1* KD compared to control (FDR<0.05); grey points represent genes upregulated only in *Tug1* KD myotubes after EPS but that were not upregulated in control myotubes after EPS. **H** RNA-seq data in reads per million (RPM) for *Tug1* and selected genes associated with mitochondrial biogenesis. **G** Transcription factors enriched in genes (shown in panels **E** and **F**) that were upregulated by EPS yet blunted or augmented due to *Tug1* KD. FET, Fisher’s exact test. Data are from *n*=6 libraries per group (triplicate wells from two independent experiments for each condition); *FDR<0.05 *Tug1* KD vs. NC. See also Additional file 1: Supplementary Fig. S5, as well as Additional file 2: Supplementary Tables S3 to S9

Of particular interest were 53 genes at EPS 0 h and 101 genes at EPS 3 h whose upregulation in response to EPS was blunted by *Tug1* KD (Fig. 7E, F, and Additional file 2: Tables S5 and S6). Among these were *Nr4a1* (nuclear receptor subfamily 4, group A, member 1), which was recently identified as an important myogenic factor in muscle [30], and *Maff* (MAF bZIP transcription factor F) and *Myf6* (myogenic factor 6), which are both involved in skeletal muscle differentiation, in addition to *Tug1* itself. 

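A gene was called blunted where it was higher with EPS than at Rest in control myotubes (FDR under 0.05 and log_2_FC above 0.322) and lower in *Tug1* KD than in control myotubes at the same time point (FDR under 0.05). Between *Tug1* KD and control myotubes 1155 genes were higher and 850 lower at EPS 0h, and 893 were higher and 715 lower at EPS 3h. These were 1838 and 1568 at EPS 0h and 1514 and 1364 at EPS 3h when the fit had a term for the replicate number. Of the 2554 genes that rose at EPS 0h and the 3302 that rose at EPS 3h, 45 and 96 met the rule for blunted genes (n = 6 libraries per group). Of these, 43 and 92 are among the 53 and 101 genes that the paper lists in Tables S5 and S6. The alternative that moved the numbers by the largest ratio was to require the interaction described below to pass an FDR of 0.05, which left 0 genes at either time point, with 2 of the 45 and 10 of the 96 at an unadjusted p under 0.05. A term for the replicate number in the fit gave 104 genes at EPS 0h and 198 at EPS 3h. In replicates 1 to 3 alone the numbers were 20 and 81, and in replicates 4 to 6 alone 61 and 72. All of the 45 and 96 genes were lower in *Tug1* KD myotubes in both sets of replicates, which their call from both sets together favours. At the same time 44 of the 45 and 94 of the 96 were also lower at Rest, 28 and 32 of them at an FDR under 0.05. Their median *Tug1* KD log_2_FC was -0.55 at Rest and -0.51 at EPS 0h for the 45 genes, and -0.28 at Rest and -0.42 at EPS 3h for the 96. The difference of the EPS response between *Tug1* KD and control myotubes was tested as an interaction term, which was negative in 27 of the 45 and 73 of the 96 genes with medians of -0.03 and -0.15. It passed an FDR of 0.05 when adjusted over the list alone in 0 and 0 of them, with 2 and 10 at an unadjusted p under 0.05. Over all genes the interaction passed an FDR of 0.05 for 0 genes at EPS 0h, with 324 at an unadjusted p under 0.05, and for 1 gene at EPS 3h, with 430. The 20 simulated draws without an interaction gave between 614 and 744 and between 645 and 732 genes at that p, so this fit, which leaves out the replicate sets and numbers, is conservative here. When the fit had a term for the replicate number, 1 gene passed an FDR of 0.05 at EPS 0h and 8 at EPS 3h. Since each rule compares 2 groups with the same EPS control libraries, 20 simulations of unchanged groups were drawn. Picking as many genes gave between 144 and 182 at EPS 0h and between 158 and 194 at EPS 3h, and none met the rule itself. The draws centre on the mean of the shared EPS control libraries and leave out their sampling error. What the sharing alone would give is therefore not shown. From the rise in control myotubes and the lower expression with *Tug1* KD at the same time point, the paper concludes that the upregulation of these genes in response to EPS was blunted by *Tug1* KD.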

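*Nr4a1* (ENSMUSG00000023034, chromosome 15, 101151980 to 101172681) was expressed at 161.9 ± 26.6 RPM in control and 95.2 ± 14.9 RPM in *Tug1* KD myotubes at EPS 0h (SD, n = 6). Its log_2_FC was -0.77 (SE 0.151, FDR = 0.000406). At EPS 3h it was expressed at 176.2 ± 19.9 and 118.3 ± 26.0 RPM (SD, n = 6), a difference of -0.57 (FDR = 0.00917). *Maff* (ENSMUSG00000042622, chromosome 15, 79230821 to 79243276) was lower in *Tug1* KD than in control myotubes at EPS 0h, at 86.2 ± 11.0 against 118.9 ± 16.4 RPM (SD, n = 6), with a log_2_FC of -0.46 (SE 0.127, FDR = 0.0099). At EPS 3h its log_2_FC was -0.22 (SE 0.126, FDR = 0.306), with 3 of 6 *Tug1* KD libraries under the control mean. Replicate 3 of the control libraries measured 215 RPM where the others lay between 135 and 159 RPM. *Myf6* (ENSMUSG00000035923, chromosome 10, 107328712 to 107330656) was expressed at 6.95 ± 2.29 and 2.78 ± 1.85 RPM at EPS 0h (SD, n = 6). The log_2_FC was -1.34 at EPS 0h (SE 0.312, FDR = 0.00247) and -1.45 at EPS 3h (FDR = 0.00187). All 6 *Tug1* KD libraries lay under the control mean for *Nr4a1* and *Myf6* at both time points and for *Maff* at EPS 0h. At Rest *Nr4a1* was expressed at 61.5 ± 16.8 RPM in control and 41.6 ± 6.71 RPM in *Tug1* KD myotubes (SD, n = 6). *Maff* was then expressed at 66.6 ± 7.58 and 49.8 ± 6.97 RPM (SD, n = 6), and *Myf6* at 2.13 ± 0.543 and 0.588 ± 0.247 RPM (SD, n = 6). *Tug1* rose with EPS by a log_2_FC of 0.48 at EPS 0h (FDR = 0.0223) and 0.75 at EPS 3h (FDR = 0.00033) in control myotubes, and by 0.74 (FDR = 0.000622) and 1.06 (FDR = 2.69e-06) in *Tug1* KD myotubes, in 6 of 6 libraries each. The interaction term of *Tug1* was 0.26 at EPS 0h and 0.32 at EPS 3h (FDR = 1 for both). For *Nr4a1* it was -0.20 and -0.01, for *Maff* -0.04 and 0.20, and for *Myf6* 0.52 and 0.40 (FDR = 1 for all).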

Several GO biological process terms were associated with these genes that relate to regulation of transcription and metabolic processes (Additional file 2: Table S7). 

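By the corresponding rule, in which a gene that rose with EPS in control myotubes was higher in *Tug1* KD than in control myotubes at the same time point (FDR under 0.05), 220 genes were augmented at EPS 0h and 191 at EPS 3h (n = 6 libraries per group). Of these, 208 and 189 are among the 338 and 254 genes that the paper lists in Tables S8 and S9. The paper's Fig. 7 also plots genes that rose with EPS in *Tug1* KD myotubes alone, which the rule here leaves out. With a term for the replicate number the numbers were 434 and 439, with replicates 1 to 3 alone 135 and 98, and with replicates 4 to 6 alone 196 and 228. All of the 220 and 191 genes were higher in *Tug1* KD myotubes in both sets of replicates, which their call from both sets together favours. Of them, 212 of the 220 and 176 of the 191 were also higher at Rest, 101 and 112 of them at an FDR under 0.05. The median *Tug1* KD log_2_FC was 0.38 at Rest and 0.55 at EPS 0h for the 220 genes, and 0.45 at Rest and 0.54 at EPS 3h for the 191. The interaction term was positive in 173 of the 220 genes with a median of 0.13 and in 125 of the 191 with a median of 0.07. It reached an unadjusted p under 0.05 in 16 and 22 genes, and passed an FDR of 0.05 when adjusted over the list alone in 0 and 1 of them. In 20 simulations of unchanged groups with shared EPS control libraries, picking as many genes gave between 196 and 243 at EPS 0h and between 193 and 254 at EPS 3h, and none met the rule itself. These draws also centre on the mean of the shared libraries, so they do not show what the sharing alone would give.

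**Figure D2:**
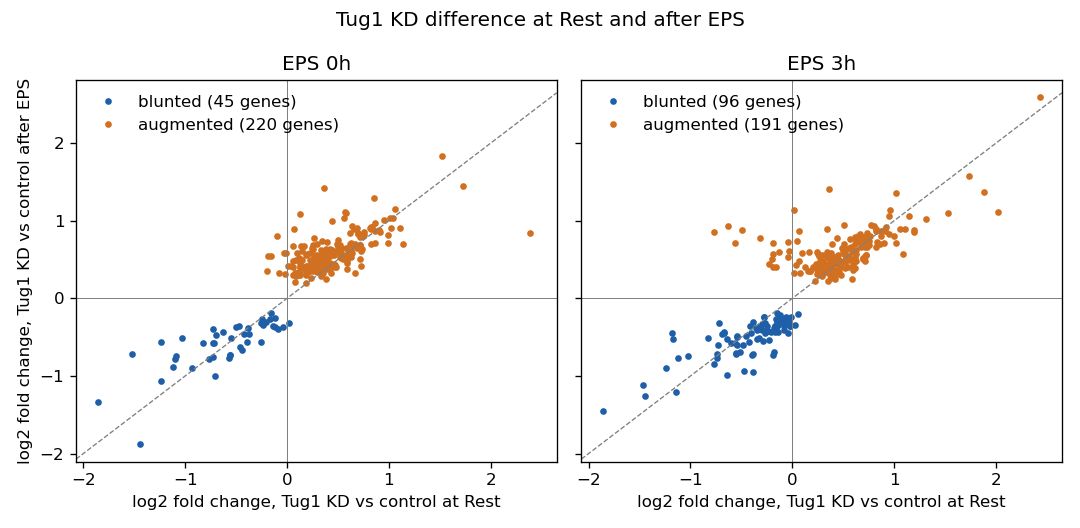
The log_2_FC between *Tug1* KD and control myotubes at Rest (horizontal axis) against that at EPS 0h or EPS 3h (vertical axis), one point per gene called blunted or augmented. Of the augmented genes 212 of 220 at EPS 0h and 176 of 191 at EPS 3h lie on the positive side at Rest.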

There were also 338 genes at EPS 0 h and 254 genes at EPS 3 h whose upregulation in response to EPS was augmented by *Tug1* KD (Fig. 7E, F, and Additional file 2: Tables S8 and S9). 

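*Dmd* was expressed at 1.92 ± 0.716 RPM in control and 11.9 ± 4.99 RPM in *Tug1* KD myotubes at EPS 0h (SD, n = 6). The log_2_FC was 2.62 at EPS 0h (SE 0.322, FDR = 2.95e-07) and 2.59 at EPS 3h (FDR = 3.56e-07). In control myotubes *Dmd* changed with EPS by a log_2_FC of 0.65 at EPS 0h (FDR = 0.146, 5 of 6 libraries above the Rest mean) and 1.22 at EPS 3h (FDR = 0.00324, 6 of 6). When the fit had a term for the replicate number, the FDR at EPS 0h was 0.00796. The interaction term was 0.19 and 0.16 (FDR = 1 for both). *Ppp1r3c* (ENSMUSG00000067279, chromosome 19, 36708523 to 36714070) was expressed at 23.9 ± 4.21 and 34.9 ± 6.65 RPM at EPS 0h (SD, n = 6) and at 12.4 ± 3.08 and 20.3 ± 8.09 RPM at EPS 3h (SD, n = 6). Its log_2_FC was 0.54 (SE 0.178, FDR = 0.0352, 6 of 6 libraries) and 0.71 (FDR = 0.0076, 5 of 6). At Rest it was 5.34 ± 0.628 and 4.68 ± 0.239 RPM (SD, n = 6), and its interaction term was 0.73 at EPS 0h (FDR = 1) and 0.90 at EPS 3h (FDR = 0.683). *Vps13c* (ENSMUSG00000035284, chromosome 9, 67747669 to 67905024) was expressed at 56.6 ± 9.63 and 80.0 ± 7.75 RPM at EPS 0h (SD, n = 6). The log_2_FC was 0.50 (SE 0.169, FDR = 0.0412, 6 of 6 libraries). Its EPS response in control myotubes was 0.23 at EPS 0h (FDR = 0.302) and 0.12 at EPS 3h (FDR = 0.57), in 5 and 4 of 6 libraries. In *Tug1* KD myotubes it was 0.61 at EPS 0h (FDR = 0.00375, 6 of 6 libraries). *Vgll4* (ENSMUSG00000030315, chromosome 6, 114837589 to 114946955) was expressed at 110.3 ± 9.66 and 197.7 ± 24.1 RPM at EPS 0h (SD, n = 6). Its log_2_FC was 0.84 at EPS 0h (SE 0.0916, FDR = 3.01e-08) and 0.79 at EPS 3h (FDR = 1.84e-07), in 6 of 6 libraries each. *Vps13c* and *Vgll4* each have an intronic site of 11 contiguous bases complementary to the control LNA, and *Dmd* one of 12.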

Notable genes included *Dmd*, which encodes dystrophin — a structural component of the sarcolemma; *Ppp1r3c*, involved in regulating glycogen synthase activity; *Vps13c*, involved in maintenance of mitochondrial membrane potential; and *Vgll4*, which was recently shown to play a role in muscle differentiation [31]. Transcription factor enrichment analysis on these DE genes suggests that *Tug1* regulates myogenic signalling in response to EPS, with the transcription factors MYOD1 and MYOG among the highest ranked (Fig. 7G).

*Ppargc1a* was not differentially expressed in response to EPS and/or *Tug1* KD at the FDR 0.05 level, potentially due to between-sample variability (Fig. 7H). 

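*Ppargc1a* (ENSMUSG00000029167, chromosome 5, 51611592 to 51725068) was expressed at 6.50 ± 2.52 RPM at Rest, 9.73 ± 3.79 RPM at EPS 0h and 7.20 ± 2.82 RPM at EPS 3h in control myotubes (SD, n = 6 each). The values were 5.98 ± 1.89, 9.19 ± 4.24 and 7.22 ± 3.49 RPM in *Tug1* KD myotubes (SD, n = 6 each). The EPS response in control myotubes was a log_2_FC of 0.58 at EPS 0h (SE 0.321, FDR = 0.151, 5 of 6 libraries above the Rest mean) and 0.14 at EPS 3h (SE 0.324, FDR = 0.735, 2 of 6). Between *Tug1* KD and control myotubes the log_2_FC was -0.12 at Rest (FDR = 0.895, 3 of 6 libraries), -0.09 at EPS 0h (FDR = 0.9, 3 of 6) and 0.01 at EPS 3h (FDR = 0.994, 2 of 6). In control myotubes, replicates 1 to 3 had a mean of 8.81 RPM at Rest and 13.2 RPM at EPS 0h, and replicates 4 to 6 had 4.20 and 6.29 RPM. With a term for the replicate number the log_2_FC at EPS 0h was 0.58 with an FDR of 0.000245, and over all alternatives the FDR of this comparison lay between 0.000245 and 0.22. With library size as the only scaling, the EPS 3h response was -0.03. An intron of the gene has a site of 11 contiguous bases complementary to the control LNA.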

We sought to clarify this result by also performing RT-qPCR on these samples, which showed that *Tug1* KD decreased *Ppargc1a* expression in these samples (Addition file 1: Fig. S5E). Nevertheless, RNA-seq showed that direct downstream mitochondrial biogenesis targets of PGC-1α such as *Nrf1* and *Tfam* were not upregulated by EPS other than *Gabpa*, and none was affected by *Tug1* KD (Fig. 7H). 

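In control myotubes *Nrf1* had an EPS response of -0.19 at EPS 0h (SE 0.0838, FDR = 0.0737, 6 of 6 libraries under the Rest mean) and -0.25 at EPS 3h (SE 0.084, FDR = 0.0117, 5 of 6), in log_2_FC. *Tfam* rose from its Rest level to 52.8 ± 4.49 RPM at EPS 0h and 59.8 ± 7.08 RPM at EPS 3h (SD, n = 6). This is a log_2_FC of 0.20 (SE 0.0855, FDR = 0.0643) and 0.38 (SE 0.0855, FDR = 0.000353), in 6 of 6 libraries each. *Gabpa* rose to 100.2 ± 11.8 and 146.3 ± 24.3 RPM (SD, n = 6). This is a log_2_FC of 0.63 (SE 0.111, FDR = 2.6e-05) and 1.17 (SE 0.112, FDR = 6.44e-11), in 6 of 6 libraries each. With a term for the replicate number, *Nrf1* at EPS 0h had an FDR of 0.0206 (between 0.00856 and 0.336 over all alternatives) and *Tfam* one of 0.0245 (between 0.0232 and 0.305). Between *Tug1* KD and control myotubes the log_2_FC at EPS 0h was 0.06 for *Nrf1* (FDR = 0.694), -0.03 for *Tfam* (FDR = 0.896) and 0.03 for *Gabpa* (FDR = 0.902), with 5, 3 and 4 of 6 libraries in that direction. At EPS 3h it was -0.03 (FDR = 0.898), -0.14 (FDR = 0.325) and -0.11 (FDR = 0.613), with 4, 5 and 4 of 6 libraries.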

Further downstream, however, the mitochondrial RNA polymerase, *Polrmt*, was downregulated with *Tug1* KD at EPS 3 h (Fig. 7H). Similarly, *Esrrb* and *Esrrg* were downregulated, while *Pparg* was upregulated by *Tug1* KD after EPS. 

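*Polrmt* (ENSMUSG00000020329, chromosome 10, 79571957 to 79582420) was expressed at 33.2 ± 4.35 RPM in control and 26.6 ± 2.51 RPM in *Tug1* KD myotubes at EPS 3h (SD, n = 6). That gives a log_2_FC of -0.32 (SE 0.0884, FDR = 0.0137) with 6 of 6 *Tug1* KD libraries under the control mean. The value was -0.32 in replicates 1 to 3 and -0.31 in replicates 4 to 6. In control myotubes *Polrmt* fell with EPS, by 0.35 at EPS 0h (FDR = 0.00162) and by 0.71 at EPS 3h (FDR = 1.91e-08) on the log_2_ scale, in 6 of 6 libraries each. Its interaction term at EPS 3h was -0.07 (SE 0.124, FDR = 1).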

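*Esrrb* was expressed at 0.673 ± 0.165 RPM in control and 1.21 ± 0.230 RPM in *Tug1* KD myotubes at EPS 0h (SD, n = 6). Its log_2_FC was 0.85 (SE 0.293, FDR = 0.0465). At EPS 3h it was 1.13 ± 0.257 and 1.93 ± 0.762 RPM (SD, n = 6). The log_2_FC was 0.78 (SE 0.273, FDR = 0.0592), which was 0.22 in replicates 1 to 3 and 1.22 in replicates 4 to 6. With a term for the replicate number the FDR at EPS 3h was 0.036, and over all alternatives it lay between 0.0204 and 0.77. *Esrrg* was expressed at 0.498 ± 0.176 and 1.61 ± 0.963 RPM at EPS 0h and at 0.701 ± 0.318 and 1.51 ± 0.645 RPM at EPS 3h (SD, n = 6). The log_2_FC was 1.68 (SE 0.361, FDR = 0.00106) and 1.12 (SE 0.352, FDR = 0.0317). Both genes hold intronic sites complementary to the control LNA, of 13 contiguous bases in *Esrrb* and 11 in *Esrrg*. *Pparg* was expressed at 49.1 ± 8.19 RPM in control and 40.9 ± 3.59 RPM in *Tug1* KD myotubes at EPS 0h (SD, n = 6), and at 62.6 ± 11.4 and 48.9 ± 4.87 RPM at EPS 3h (SD, n = 6). Its log_2_FC was -0.26 (SE 0.115, FDR = 0.128) and -0.35 (SE 0.114, FDR = 0.0381). With a term for the replicate number its FDR at EPS 0h was 0.0283, and over all alternatives it lay between 0.0283 and 0.383. For the 3 genes all 6 *Tug1* KD libraries lay beyond the control mean at both time points.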

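*Ppargc1b* (ENSMUSG00000033871, chromosome 18, 61431195 to 61533735) was expressed at 8.75 ± 1.72 RPM at Rest, 8.73 ± 1.68 RPM at EPS 0h and 7.55 ± 1.30 RPM at EPS 3h in control myotubes (SD, n = 6 each). The values were 9.90 ± 1.15, 13.9 ± 2.38 and 11.7 ± 2.23 RPM in *Tug1* KD myotubes (SD, n = 6 each). Between *Tug1* KD and control myotubes the log_2_FC was 0.18 at Rest (SE 0.147, FDR = 0.562, 5 of 6 libraries), 0.67 at EPS 0h (SE 0.147, FDR = 0.0013, 6 of 6) and 0.63 at EPS 3h (SE 0.149, FDR = 0.00366, 6 of 6). In *Tug1* KD myotubes the EPS response was 0.49 at EPS 0h (SE 0.146, FDR = 0.00665, 6 of 6 libraries) and 0.24 at EPS 3h (FDR = 0.175, 5 of 6). In control myotubes the expression at EPS 3h was lower by 0.21 (FDR = 0.239, 5 of 6) on the log_2_ scale. The gene has an intronic site of 12 contiguous bases complementary to the control LNA.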

Interestingly, *Tug1* KD altered the expression of *Ppargc1b* in response to EPS: it was upregulated following EPS in *Tug1* KD myotubes, but not in control myotubes (Fig. 7H). Taken together, this demonstrates an unexpectedly complex role for *Tug1* in regulating a broad range of transcriptomic responses to exercise-like stimuli in skeletal muscle.

## Discussion

Here, we report for the first time the role of the lncRNA *TUG1* in skeletal muscle. We show that *TUG1* expression is increased in concert with *PPARGC1A* in the hours post-exercise in human female skeletal muscle. Using an in vitro *Tug1* knockdown approach in mouse myotubes, we demonstrate that *Tug1* has only subtle effects on the mitochondrial phenotype during myotube differentiation, but that *Tug1* regulates the expression of *Ppargc1a* in a Ca^2+^-dependent manner. Our major finding was that *Tug1* regulates the muscle transcriptome in response to an in vitro model of exercise, impacting upon a range of mitochondrial- and myogenesis-related gene networks.

Our analysis of human skeletal muscle revealed that females display an increase in *TUG1* expression in response to an acute bout of moderate-intensity aerobic exercise, yet males do not. This is intriguing, given that there was no difference in *TUG1* expression between males and females at baseline, which is consistent with skeletal muscle *TUG1* expression data reported elsewhere (Genotype-Tissue Expression Project, release version 8). It remains to be determined if this female post-exercise *TUG1* expression represents a bona fide sex-specific response, or whether similar responses would be found in males if the exercise stimulus was greater to achieve a similar *PPARGC1A* response to that of females. Nevertheless, the correlation between *TUG1* and *PPARGC1A* expression 3 h after exercise suggests a role for *TUG1* in the response to exercise in muscle.

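*Esrra* (ENSMUSG00000024955, chromosome 19, 6888338 to 6899336) was expressed at 36.1 ± 3.89 RPM in control and 40.7 ± 4.95 RPM in *Tug1* KD myotubes at Rest (SD, n = 6). This is a log_2_FC of 0.17 (SE 0.254, FDR = 0.794) with 4 of 6 *Tug1* KD libraries above the control mean. At EPS 0h its log_2_FC between *Tug1* KD and control myotubes was 0.14 (SE 0.257, FDR = 0.78) and at EPS 3h 0.18 (SE 0.257, FDR = 0.742), with 3 and 4 of 6 libraries in that direction. The replicate sets differed at EPS 0h. Control libraries lay between 15.0 and 19.2 RPM in replicates 1 to 3 and between 29.1 and 33.9 RPM in replicates 4 to 6. *Tug1* KD libraries lay between 16.1 and 17.6 RPM and between 34.5 and 38.0 RPM. The fit uses 1 dispersion per gene for all groups, so this spread widens the SE at Rest too.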

We found that *Tug1* KD led to slight decreases in *Ppargc1a* gene expression in myotubes, but did not impair the expression of PGC-1α protein or downstream target genes that underpin the core mitochondrial biogenesis response, including *Nrf1*, *Gabpa* and *Esrra* or their respective target genes. 

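At Rest *Polrmt* was expressed at 54.4 ± 4.66 RPM in control and 45.7 ± 2.41 RPM in *Tug1* KD myotubes (SD, n = 6), and at EPS 0h at 42.7 ± 4.87 and 36.0 ± 3.68 RPM (SD, n = 6). The log_2_FC was -0.25 (SE 0.087, FDR = 0.0597) and -0.25 (SE 0.0875, FDR = 0.0543). At both time points all 6 *Tug1* KD libraries lay under the control mean, and in this fit the FDR lay above the threshold of 0.05. It was 0.0139 at EPS 0h when the fit had a term for the replicate number, and at Rest it lay between 0.0127 and 0.351 over all alternatives.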

Further downstream, *Polrmt* (mitochondrial RNA polymerase) was decreased with *Tug1* KD, suggesting that aspects of mtDNA transcription may have been impacted. However, initiation of mtDNA transcription requires POLRMT to form a complex with TFAM and TFB2M [32]. 

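*Tfb2m* (ENSMUSG00000026492, chromosome 1, 179355610 to 179374548) was expressed at 30.8 ± 1.56 RPM in control and 33.1 ± 0.921 RPM in *Tug1* KD myotubes at Rest (SD, n = 6). That gives a log_2_FC of 0.11 (SE 0.0911, FDR = 0.59) with 6 of 6 *Tug1* KD libraries above the control mean. Its log_2_FC was 0.11 at EPS 0h (FDR = 0.494, 5 of 6 libraries) and -0.09 at EPS 3h (FDR = 0.595, 4 of 6). Of the 10 mtDNA-encoded subunit genes tested, 0 passed an FDR of 0.05 between *Tug1* KD and control myotubes at EPS 0h, with 0 higher and 0 lower at an unadjusted p under 0.05 and a median log_2_FC of -0.08. At EPS 3h 0 passed, with 0 higher and 0 lower at an unadjusted p under 0.05 and a median of 0.09. Of the 10 genes, *mt-Co2*, *mt-Co3* and *mt-Atp6* had means of only 4.77, 3.86 and 2.8 RPM over all libraries.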

Neither of the latter were affected at the gene level by *Tug1* KD, and the expression of the resulting downstream mtDNA-encoded genes were also unchanged. Collectively, regulation of PGC-1α by *Tug1* appears relatively subtle under baseline conditions. This may be a muscle-specific effect, since previous findings in kidney cells showed that *Tug1* had a robust overall effect on mitochondrial biogenesis by directly regulating PGC-1α and its downstream target genes [13]. Another recent study found that overexpression of a putative open reading frame within *Tug1* in 3T3 and HeLa cells led to expression of a protein that could localise to mitochondria and regulate its membrane potential [33]. Given that this was an overexpression construct in vitro, it is unclear whether endogenous expression levels would be sufficient to regulate mitochondria, although it will be interesting to determine whether this occurs in muscle.

We found evidence that *Tug1* KD impacted several PGC-1α targets that are peripheral to the core mitochondrial biogenesis pathway. For example, the upregulation of *Pparg* in response to EPS was blunted by *Tug1* KD, which could potentially impact lipid metabolism [34] or have other deleterious effects, since knockout of *Pparg* in muscle elicits insulin resistance in vivo [35]. Similarly, genes encoding the oestrogen-related receptor family (ERRα/β/γ) displayed altered responses to *Tug1* KD. These nuclear receptors are targets of PGC-1α and regulate a network of genes involved in energy homeostasis. 

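In control myotubes *Pparg* rose with EPS by a log_2_FC of 1.24 at EPS 0h (SE 0.117, FDR = 2.4e-10) and 1.59 at EPS 3h (SE 0.118, FDR = 1.68e-13), and in *Tug1* KD myotubes by 1.39 (SE 0.118, FDR = 1.49e-11) and 1.65 (SE 0.119, FDR = 5.72e-14), with all 6 libraries above every Rest library in each comparison. The interaction term was 0.15 at EPS 0h (SE 0.164, FDR = 1) and 0.06 at EPS 3h (SE 0.164, FDR = 1).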

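The EPS response of *Esrrb* was a log_2_FC of 2.14 at EPS 0h (SE 0.384, FDR = 3.39e-05) and 2.87 at EPS 3h (SE 0.366, FDR = 3.68e-08) in control myotubes, and 0.59 (SE 0.286, FDR = 0.0872) and 1.26 (SE 0.28, FDR = 0.000273) in *Tug1* KD myotubes, in 6 of 6 libraries each. Its interaction term was -1.54 at EPS 0h (SE 0.483, FDR = 1) and -1.61 at EPS 3h (SE 0.469, FDR = 0.683). For *Esrrg* the response was 0.33 (FDR = 0.549) and 0.81 (FDR = 0.0854) in control myotubes, with 5 of 6 libraries above the Rest mean each (FDR = 0.0132 at EPS 3h with a term for the replicate number), and 0.26 (FDR = 0.527) and 0.18 (FDR = 0.665) in *Tug1* KD myotubes, with 3 of 6 each. Its interaction term was -0.07 at EPS 0h and -0.63 at EPS 3h (FDR = 1 for both), and that of *Esrra* was -0.03 and 0.01 (FDR = 1 for both).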

Although *Esrra*, which is well-known for its role in mitochondrial biogenesis, was unaffected, the responses of *Esrrb* and *Esrrg* to EPS were augmented by *Tug1* KD. Overexpression of *Esrrg* in mice causes a shift towards slow oxidative phenotype in muscle [36] and knockout impairs myogenesis [37]. To date, little is known about *Esrrb* in the context of muscle and exercise, though it is predicted that it could regulate a similar array of mitochondrial gene targets as the well-characterised *Esrra* [38].

Knockout studies in mice demonstrate that PGC-1α is sufficient, but not necessary for mitochondrial adaptations to exercise [39, 40]. Indeed, additional factors can regulate mitochondrial biogenesis in muscle [41] — a notion that our data supports. For instance, we found that *Ppargc1b* expression was unaffected by EPS in control myotubes, which is consistent with previous reports that it does not respond to exercise [42]; yet, we observed that it was upregulated in response to EPS in *Tug1* KD myotubes. 

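In control myotubes the EPS response of *Ppargc1b* at EPS 0h was a log_2_FC of -0.00374 (SE 0.148, FDR = 0.987), with 3 of 6 libraries under the Rest mean. The difference between the responses of *Tug1* KD and control myotubes, tested as an interaction term, was 0.49 at EPS 0h (SE 0.208, FDR = 1) and 0.45 at EPS 3h (SE 0.209, FDR = 1). It was 0.69 in replicates 1 to 3 and 0.30 in replicates 4 to 6 at EPS 0h, and 0.84 and 0.00141 at EPS 3h.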

Given that overexpression of PGC-1β can induce mitochondrial biogenesis [43, 44], our findings of an augmented *Ppargc1b* response to EPS with *Tug1* KD may represent a compensatory mechanism to maintain transcriptional activity of mitochondrial biogenesis when *Ppargc1a* expression is impaired.

Confocal microscopy revealed evidence of a shift towards a more fragmented mitochondrial morphology. Protein abundance of MFN2, the GTPase required for fusion events of the outer mitochondrial membrane and whose transcription is regulated by PGC-1α [22], was not impacted by *Tug1* KD in differentiating myotubes. However, expression of the inner mitochondrial membrane fusion protein, OPA1, was elevated. This potentially represents a compensatory response in an attempt to maintain an appropriate mitochondrial morphology. Regardless, the consequences of mitochondrial fragmentation could include impaired mitochondrial respiratory function [45], whereas fusion of the mitochondrial network allows tighter coupling of respiratory control to increase oxidative phosphorylation efficiency [46]. Indeed, our mitochondrial respiration data in which *Tug1* KD led to increased leak state respiration are consistent with this concept. Altogether, our data suggest that *Tug1* regulates (either directly or indirectly) mitochondrial morphology and respiratory coupling control.

In skeletal muscle in vitro, caffeine acts on ryanodine receptors to stimulate release of Ca^2+^ from the sarcoplasmic reticulum, mimicking excitation-contraction coupling [47]. We found that *Tug1* was required for the normal increase in *Ppargc1a* mRNA expression in response to caffeine. We speculate that in response to Ca^2+^-mediated activation of the CaMK pathway, *Tug1* may function to stabilise an interaction between transcription factors (such as CREB or MEF2) and PGC-1α, thereby regulating transcriptional activity at the *Ppargc1a* promotor. Indeed, both CREB and MEF2 were found to be among the most highly enriched transcription factors in response to EPS with *Tug1* KD (Fig. 7H). Further investigation is warranted to determine the precise mechanism involved. *Tug1* KD also led to altered expression of genes related to Ca^2+^ handling. This included downregulation of *Atp2a1*, which encodes the sarcoplasmic/endoplasmic reticulum calcium ATPase 1 (SERCA1), the major pump responsible for translocating Ca^2+^ from the cytosol to the SR for muscle relaxation. There was also upregulation of genes relating to the mitochondrial calcium uniporter (MCU) complex. This suggests that Ca^2+^ handling may have been impaired in *Tug1* KD myocytes and that MCU gene expression was upregulated to enhance mitochondrial Ca^2+^ uptake as a compensatory mechanism to maintain intracellular Ca^2+^ homeostasis. Taken together, this could have complex consequences for mitochondrial function [48].

We identified several exercise (EPS) and *Tug1*-responsive genes that are involved in the regulation of myogenesis. For instance, *Vgll4* (whose upregulation after EPS was augmented by *Tug1* KD) was recently shown to positively regulate myocyte differentiation through enhancing MYOG transactivation [31]. Additionally, we report upregulation of nuclear hormone receptor 4A (NR4A) genes *Nr4a1* and *Nr4a2* in response to EPS which were blunted by *Tug1* KD. This is pertinent for two reasons: firstly, *NR4A1*, in addition to isoforms 2 and 3, are among the most highly upregulated genes after acute aerobic exercise in humans [14], and secondly, *Nr4a1* is an important myogenic factor whose overexpression increases myosin slow isoform expression [30]. This could, in part, therefore explain the greater MyHC slow isoform protein expression that we observed in *Tug1* KD during differentiation. Another possible explanation for greater MyHC slow isoform protein expression is via an effect of *Tug1* on the calcineurin pathway. Calcineurin regulates muscle fibre-type via the combined activation of both MEF2 and NFAT transcription factors, which lead to expression of a slow-oxidative muscle fibre type gene program [49]. In the present study, *Tug1* KD led to upregulation of both of these genes (*Mef2c* and *Nfatc3*), suggesting a potential mechanism of fibre-type regulation by *Tug1*.

Non-coding RNAs in general, and particularly lncRNAs, can exert robust regulatory control over transcription and translation processes [9, 50, 51]. Given this, the marked impact of *Tug1* knockdown on the global muscle transcriptome is not surprising. The precise exercise-induced signals that upregulate *Tug1* expression remain to be elucidated. Potential candidates include a transcription factor (ChREBP) identified in a recent study that bound the *Tug1* promotor region under high-glucose conditions and repressed *Tug1* expression [52]. Additional transcription factor binding sites were also predicted in silico [52], including P53, which is known to be involved in mitochondrial responses to exercise [53]. It will now be crucial to experimentally determine the factors that regulate *Tug1* expression in response to exercise and how *Tug1* mechanistically interacts with putative targets besides PGC-1α.

## Conclusions

In summary, we report that *Tug1* regulates transcriptional responses to exercise-like stimuli by exerting nuanced regulatory effects on PGC-1α-related mitochondrial pathways, but also via modulation of calcium handling and myogenic signalling pathways in skeletal muscle. Muscle tissue is a major endocrine organ and determinant of overall metabolic health, and further understanding of the molecular regulators of mitochondria in skeletal muscle is imperative. Accordingly, lncRNA *Tug1* may be an attractive target for the development of new therapeutic strategies to treat numerous chronic diseases linked to metabolic impairments in skeletal muscle such as type 2 diabetes mellitus, obesity and cardiovascular diseases.

## Methods

### Human exercise study

Skeletal muscle biopsies were obtained as part of a study from our laboratory described elsewhere [54]. Briefly, the study was approved by Deakin University Human Research Ethics Committee (DUHREC 2014-096) and conformed to the Declaration of Helsinki. Written, informed consent was obtained from all participants before commencing exercise trials and sampling procedures. Female participants were taking oral contraceptives and performed the exercise protocol during the late follicular phase of the menstrual cycle. All participants initially performed a graded maximal exercise test on an electronically braked cycle ergometer (Lode, Groningen, the Netherlands) with breath-by-breath expired gas analysis (Innocor, Innovision, Glammsbjerg, Denmark) to determine peak oxygen uptake (VO_2peak_). On a separate occasion (at least 48 h later), participants cycled for 60 min at a workload corresponding to 70% VO_2peak_. Under local anaesthesia (1% Xylocaine), muscle biopsies were obtained from the *Vastus lateralis* of the same leg from separate incisions approximately 20 mm apart using a Bergstrom needle with suction at three time points: before, immediately post and 3 h post-exercise. Samples were snap frozen in liquid nitrogen and stored at −80°C until analysis. A subset of samples (*n*=7 male, *n*=7 female) from the original cohort were included in the present study based on available sample material. Participant anthropometrics are summarised in Table 1.

### Cell culture

C2C12 mouse myoblast cells were obtained from a commercial vendor (ATCC Cat# CRL-1772, RRID: CVCL_0188). Cells were cultured at 37°C with 5% CO_2_ in a humidified incubator in media consisting of Dulbecco’s modified Eagle medium (DMEM; Gibco #11995-065) supplemented with 1% v/v penicillin-streptomycin (Gibco #15140-122) and either 10% v/v FBS (Gibco #A3161001) for proliferation media or 2% v/v horse serum (Gibco #16050-130) for differentiation media. Cells were grown in T75 flasks to ~80% confluence then washed with sterile PBS wash and detached (Gibco TrypLE Express #LTS12604021) for passaging. Cells used for all experiments were ≤9 passages from stock and were seeded into 6-well plates for experiments unless otherwise stated.

### Gene silencing in vitro

Antisense locked nucleic acid (LNA) GapmeRs (Qiagen) were designed to target *mus musculus* lncRNA *Tug1* transcript variant *a* (NR_002321.2). The sequence was 5′-GAAGTTAAGCGTGAGA-3′ (Qiagen #339511 LG00228316-DDC) which also targets *Tug1* variants *b* and *c*. 

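On GRCm39 (C57BL/6J) the 16 bases of this LNA, GAAGTTAAGCGTGAGA, pair in full with the site TCTCACGCTTAACTTC of the *Tug1* transcript. The site lies on chromosome 11 from 3590282 to 3590297, in exon 2 of 2 (3589785 to 3597906) on the minus strand. In the direction of the transcript it follows TTGCCCAGTGACCATTTCCA and is followed by CTGATGTTTTTTGGAACCAT. A second full match lies between genes on chromosome 16 from 54440149 to 54440164, with the same 20 bases on either side. The myotubes derive from a C3H mouse line, and differences of that strain from the reference were not examined.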

All knockdown experiments were performed in parallel with a negative control LNA: 5′-GCTCCCTTCAATCCAA-3′ (Qiagen #339515 LG00000001-DDC). 

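The control LNA, GCTCCCTTCAATCCAA, has 3 full matches of 16 bases on GRCm39. The first lies on chromosome 8 from 89451180 to 89451195 in an intron of *Cyld* (ENSMUSG00000036712), whose transcript holds the complementary site TTGGATTGAAGGGAGC between ATATAAAGGGATATTGAGAG and TATAGCTAGATTGAATATAA. The others lie between genes on chromosome 7 from 62078182 to 62078197, and on chromosome 12 from 113109945 to 113109960 in exon 1 of 4 of *Crip1*, where the transcript has the sequence of the LNA itself and not its complement. *Cyld* was chosen for its site after its values were seen. It was expressed at 51.2 ± 8.71 RPM in Rest control and 93.2 ± 21.9 RPM in Rest *Tug1* KD myotubes (SD, n = 6). Its log_2_FC was 0.87 (FDR = 0.000106) with 6 of 6 *Tug1* KD libraries above the control mean.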

Lyophilised LNAs were first resuspended in nuclease-free water to make a stock solution (50 μM). Lipofectamine® 2000 transfection reagent (Thermo Fisher Scientific) was diluted in serum-free DMEM (7% v/v) and in a separate tube, and LNAs were diluted in serum-free DMEM. The diluted LNAs and diluted Lipofectamine were then mixed 1:1 and incubated at room temperature for 15 min to form a final transfection mix. To transfect cells, 250 μL of transfection mix was then added per well of a 6-well plate of cells that already contained 1.75 mL of fresh proliferation or differentiation media, yielding a final LNA concentration per well of 25 nM unless otherwise stated. LNA transfection was performed for 24 h prior to subsequent experimental measurement unless otherwise stated.

### Myotube diameter

Phase-contrast images were obtained (TS100, Olympus) daily throughout differentiation. Myotube diameter was measured at the widest point using image software (ImageJ v1.51, NIH, USA). At least 20 myotubes were measured per image from 3 independent wells.

### In vitro exercise-like protocols

C2C12 myocytes were seeded in 6-well plates then grown to 90% confluence before switching to differentiation media. Differentiation media was replaced after 2 days; then, on day 3, LNA transfection was performed. Experiments were then conducted 24 h later on day 4 differentiated myotubes, as follows.

For pharmacological exercise mimetic experiments, myotubes were incubated with 0.5 mM 5-Aminoimidazole-4-carboxamide ribonucleotide (AICAR; A9978 Sigma Aldrich), 0.1 mM caffeine (C0750 Sigma Aldrich) or 5 mM taurine (T0625 Sigma Aldrich) and incubated for 6 h in a 37°C humidified incubator before media were removed and cells rapidly harvested in TRI-reagent as described below.

For electrical pulse stimulation (EPS) experiments, a commercially available system was used (C-PACE, IonOptix, MA, USA). Differentiation media volume was increased to 3 mL per well and pre-sterilised carbon electrodes were placed into the 6-well plates which were then returned to the 37°C humidified incubator. EPS was then performed for 3 h. Stimulation parameters were reproduced from a previous report [27] as follows: 13 V, 66 Hz, 2 ms pulse duration in trains of 5 s on and 5 s off. In parallel, plates of cells for the “Rest” condition had the carbon electrodes submerged into the media for the same duration but were not connected to the pulse generator. Immediately after the EPS protocol (or after 3-h recovery), the media were removed and cells were harvested in TRI-reagent as described below.

### RNA isolation and quality control

RNA was extracted from 5 to 12 mg frozen human skeletal muscle tissue in TRI-reagent (Ambion 15599018) using ceramic beads (Precellys CK28-R) with mechanical disruption at 6500 rpm for 30 s (MagnaLyser, Roche Diagnostics). Lysates were then frozen at −80°C until RNA isolation.

For RNA extraction from C2C12 cells, media were aspirated from each well at the end of an experiment, then cells were immediately lysed in 900 μL TRI-reagent (Ambion 15599018) with homogenisation achieved by pipette mixing. Lysates were then frozen at −80°C until RNA isolation as follows.

TRI-reagent lysates were thawed on ice and centrifuged at 10,000 × g for 10 min at 4°C. An aliquot of the supernatant was transferred to a new tube and mixed with an equal volume of 96% ethanol, then transferred to an RNA purification column with DNase-I treatment, as per manufacturer’s directions (Direct-Zol RNA Miniprep #R2052, Zymo Research). RNA concentration and purity (260:280 nm: >2.0) was determined with a spectrophotometer (NanoDrop 1000, Thermo Fisher Scientific).

### Reverse transcription and quantitative PCR (RT-qPCR)

Total RNA (1 μg) was reverse transcribed to first-strand cDNA in a 20-μL reaction along with no-template and no-RTase controls (Applied Biosystems High Capacity RT kit #4368814). Quantitative PCR was performed in triplicate (Agilent AiraMX G8830A) on 4 ng of cDNA (along with a no-template and a no-RT control) in a 10-μL reaction consisting of SYBR green master mix (Applied Biosystems #4367659) with forward and reverse primers (Table 2). Thermal conditions for qPCR were an initial 10-min activation step at 95°C and then 40 cycles of 15 s at 95°C denaturing and 60 s anneal/extend at 60°C. A dissociation curve (60 to 95°C) was performed to confirm the amplification of a single product. Quantification cycle (C_q_) thresholds were calculated using software (Agilent Aria v1.5) and normalised to a reference gene (*Gapdh*) using 2^-(ΔΔCq).

**Table 2:** Primers for RT-qPCR

Gene target	Forward primer (5′-3′)	Reverse primer (5′-3′)	Amplicon length (bp)	Transcript variants amplified	NCBI accession ID of first variant
**Human**					
*TUG1*	AGCGTGGGTGTACGTAAAGG	CCAAGGATTGGGGAACTGCT	82	1,2,3,6,7,8	NR_110492.1
*PPARGC1A*	TGAGAGGGCCAAGCAAAG	ATAAATCACACGGCGCTCTT	64	1-7	>NM_001330751.2
*TFAM*	GAACAACTACCCATATTTAAAGCTCA	GAATCAGGAAGTTCCCTCCA	95	1,2	>NM_003201.3
*GAPDH*	AGCCACATCGCTCAGACAC	GCCCAATACGACCAAATCC	66	1,3,4,7	>NM_002046.7
***Mouse***					
*Tug1*	GAGACACGACTCACCAAGCA	GAAGGTCATTGGCAGGTCCA	165	a,b,c	>NR_002321
*Ppargc1a*	TCCTCTTCAAGATCCTGTTAC	CACATACAAGGGAGAATTGC	78	1-9	>NM_008904.2
*Nrf1*	AAACAAAGGGTTTCATGGAC	GGTACGAGATGAGCTATACTG	149	1-10	>NM_001164226.1
*Gabpa (Nrf2)*	CAAGTATTGACAGTACCAGC	CTCTCTCTTCAATTTCTGCAC	127	1,4,5,9	>NM_207669.2
*Myod*	CTGGTTCTTCACGCCCAAA	CTGGAAGAACGGCTTCGAAGG	74	1	>NM_010866.2
*Myog*	GGGGCAATGCACTGGAGTTC	GCAGATTGTGGGCGTCTGTA	78	1	>NM_031189.2
*Gapdh*	GCCTGGAGAAACCTGCCAA	CGAAGGTGGAAGAGTGGGAG	144	1,3	>NM_001289726.1

### RNA sequencing and bioinformatics

RNA from two independent experiments each with three wells per LNA/EPS condition were used to generate RNA-sequencing libraries (1 well per library, *n* = 6). RNA first underwent clean-up (#R1013, Zymo Research) then concentration was confirmed fluorometrically (Qubit, Thermo Fisher) and RNA integrity number (≥9.5 for all samples) determined by electrophoresis (Tapestation, Agilent). Stranded libraries were prepared from 500 ng total RNA input with poly-A+ selection (E7760L, NEBNext® Ultra™ II Directional RNA Library Prep Kit for Illumina®) and included an SIRV Spike-In control, isoform E0 (#025.03, Lexogen) diluted in 1:500. Final library size and concentration were assessed (Qubit, Thermo Fisher and TapeStation, Agilent). Libraries were pre-sequenced (2 × 150 bp paired-end reads) on the MiniSeq Sequencer (Illumina, San Diego, CA) to obtain the read distribution. Each library was then re-pooled to equal molar concentrations, enzymatically treated, denatured and normalised to 2 nM. Finally, the normalised pooled library was sequenced with 150-bp paired-end reads on the Illumina NovaSeq 6000 platform (Deakin University Genomics Centre), generating at least 40 million reads per sample.

Reads first underwent adapter trimming and quality check with FastQC v0.11.7. Raw read quality filtering and adapter trimming was conducted with fastp v0.14.1 [55] (auto detect of adapters, trim_tail=1, poly_g_min_len=1, min phred quality 20, min length 36, u 90). Filtered reads were aligned to the mouse reference genome (*Mus musculus*, Ensembl version GRCm39.104) using STAR v2.5 [56] in 2-pass mode and expression quantified at the gene level and collated into a m × n matrix. Analysis of differential expression was performed on genes with ≥ 1 read per million (RPM) in at least 12 out of the 36 libraries using Voom/Limma in Degust v 4.1.5 [57]. Transcripts with a false discovery rate (FDR) < 0.05 were considered differentially expressed. Differentially expressed gene sets were assessed using PANTHER v16.0 [58] overrepresentation test (release 2021-02-24) with GO biological process annotations (GO Ontology database DOI: 10.5281/zenodo.5080993, release 2021-07-02) against the *Mus musculus* reference list with Fisher’s exact test with FDR correction. PGC-1α target genes were obtained from GTRD version 20.06 [59], based on ChIP-seq identification of genes containing one or more binding sites for PGC-1α (UniProt:Q9UBK2) in their promoter regions (TSS -1000, +100 bp). Transcription factor enrichment prediction analysis was performed using the ChIP-X Enrichment Analysis 3 (ChEA3) tool ranked by Fisher’s exact test (*p* value <0.05) with the ENCODE ChIP-seq library [60]. Gene overlap analyses were performed on lists of differentially expressed genes (FDR < 0.05) using the GeneOverlap package [61] in R (version 4.2.0).

### Western blot analysis

Protein was isolated from Tri-reagent lysates used for RNA analyses as described previously [62]. Briefly, 1-bromo-3-chloropropane (BCP) was added to an aliquot of TRIzol lysate (1:5 v/v) and shaken vigorously. Next, 2.3 volumes of 96% ethanol was added and vortexed, followed by additional BCP (1:6 v/v). Next, ddH_2_O was added (1:3 v/v), vortexed vigorously and centrifuged at 12,000 × *g* for 5 min at room temperature for phase separation. The upper aqueous layer was discarded, then ~ 2 volumes of 96% ethanol was added, vortexed vigorously and centrifuged at 12,000 × *g* for 5 min to pellet the protein. The supernatant was discarded, and the pellet allowed to dry at room temperature for 10 min. The pellet was then solubilised in 4% SDS buffer containing protease/phosphatase inhibitors (#P8340, Sigma Aldrich; #04906845001 PhosSTOP, Roche) with incubation at 50°C for 5 min to facilitate dissolution. Protein concentration was determined by BCA assay (#23225, Thermo Scientific). All samples were diluted to equal concentration (~1 μg/μL) mixed with reducing loading buffer (4x Laemmli sample buffer with 10% 2-mercaptoethanol). A pooled sample was made from all samples, then loaded into 5 separate wells (3–15 μg protein) to generate a standard curve on each gel (4–15%, Bio-Rad #5678085). Samples (~10 μg protein) and molecular weight marker (Bio-Rad #161-0373) were also loaded, then protein was separated by electrophoresis at 40 V for 30 min then 120 V for 60 min. The gel was imaged for stain-free total protein (Chemi Doc XR+, Bio-Rad) with ImageLab software (Image Lab v6, Bio-Rad) then proteins were transferred (Turbo Transfer system, Bio-Rad) to a methanol-saturated polyvinylidene difluoride (PVDF) membrane (Millipore Immobilon FL 0.45 μm #IPFL00010). The membrane was then PBS washed, dried for 1 h, re-saturated in methanol, washed with PBS, then blocked for 1 h (Li-Cor Intercept PBS blocking buffer). The membrane was then incubated with primary antibody in blocking buffer with 0.2% v/v Tween-20 overnight at 4°C. Primary antibodies and dilutions used were as follows: anti-Total OXPHOS Rodent (ab110413, Abcam, 1:1000), anti-pP38 MAPK Thr180/Tyr182 (9211, Cell Signaling Technology, 1:1000), anti-PGC-1α (ST1202, Calbiochem, 1:1000), anti-Myosin Skeletal-Slow/MyHC-i (M8421, Sigma, 1:5000), anti-Myosin 4/MyHC-iib (14-6503-82, eBioscience/Thermo, 1:1000), anti-citrate synthase (14309, Cell Signaling Technology, 1:1000), anti-OPA1 (NB1105529055, Novus Biologicals, 1:1000), and anti-Mitofusin-2 (9482, Cell Signaling Technology, 1:2000). Blots were then PBS-T washed incubated in anti-rabbit or anti-mouse IgG Dylight® 680 nm (5366S, 5470S) or 800 nm (5151S, 5257S) secondary antibodies (all from Cell Signaling Technology) at 1:10,000 in blocking buffer containing 0.2% Tween-20 and 0.01% SDS for 1 h at room temperature. Images were acquired (Odyssey® Infrared Imaging System, Licor, Lincoln, NE, USA) and blot densitometry performed using software (Odyssey v2.1, Licor). Blot density and stain-free total protein density for each sample was calculated by linear regression using the standard curve constructed from the pooled sample loaded on each gel. Calculated blot density values were then expressed relative to corresponding stain-free total protein density [63].

### High-resolution mitochondrial respiration analyses

C2C12 cells were grown to 90% confluence in 10-cm dishes then transfected with LNAs in proliferation or differentiation media for the indicated time. Myotubes were then harvested by trypsin-detachment, as described above, and resuspended in PBS. Cells were added to a high-resolution respirometer (Oxygraph O2k; Oroboros Instruments, Innsbruck, Austria) in each duplicate chamber at approximately 0.5 × 10^6^ cells/mL which contained MiR05 respiration media (0.5 mM EGTA, 10 mM KH_2_PO_4_, 3 mM MgCl_2_·6H_2_O, 60 mM lactobionic acid, 20 mM taurine, 20 mM HEPES, 110 mM D-sucrose and 1 mg/mL bovine serum albumin at pH 7.1) to a final volume of 2 mL that was maintained at 37°C with constant stirring. O_2_ gas was added to the chamber and media to maintain O_2_ between 350 and 250 μM. Cell membrane permeabilisation was achieved in-chamber using digitonin (4 μM) prior to commencing a substrate, uncoupler, inhibitor titration (SUIT) protocol similar to our previous work [15, 64]. Malate (0.5 mM) and glutamate (10 mM) were first titrated to assess O_2_ flux due to mitochondrial complex I leak (LEAK CI). Oxidative phosphorylation (state-3 respiration) supported by CI substrates (OXPHOS CI) was then determined with the addition of ADP (2.5 mM). Cytochrome c (10 μM) was added to confirm inner mitochondrial membrane integrity which was accepted as being ≤10% increase in O_2_ flux. This was followed by succinate (10 mM) to assess oxidative phosphorylation (state 3 respiration) supported by convergent complex I and II substrate input (OXPHOS CI+II). Uncoupled respiratory capacity of the electron transfer system supported by convergent complex I and II substrate input (ETS CI+II) was determined after titration of carbonyl cyanide p-trifloromethoxyphenylhydrazone (FCCP, 1.5–3 μM). Inhibitors of specific complexes were then applied: rotenone (0.5 μM) to inhibit CI resulting in ETS supported only by CII substrate flux (ETS CII), followed by the CIII inhibitor antimycin A (2.5 μM) to determine non-ETS O_2_ flux that was subtracted from values in all respiratory states. Oxygen flux values were normalised to total protein concentration of the cell suspension, as measured by BCA assay.

### Confocal microscopy

C2C12 cells were grown in 35-mm glass surface dishes (Fluorodish FD35, World Precision Instruments), differentiated for 3 days then transfected with *Tug1* or control LNA (25 nM) for 24 h. Mitochondria were labelled for 30 min with 50 nM MitoTracker RedCMXros (M7512, Life Technologies), then fixed with 2% paraformaldehyde in PBS for 10 min at 37°C. Fixed cells were then stained for F-actin with phalloidin (1:1000 in PBS, A22287 Life Technologies) and 4′,6-diamidino-2-phenylindole, dihydrochloride (DAPI) to visualise nuclei (1:1000 in PBS, #62248 Thermo Scientific). All control and *Tug1* LNA cells were prepared and imaged in parallel under the same conditions. Confocal microscopy (Nikon Eclipse Ti2, Australia) was performed using a 100x CFI Plan Apo Lambda NA 1.45 oil-immersion objective and Nikon DS-Qi2 camera. Excitation/emission wavelengths were 561/595 nm (MitoTracker), 640/700 nm (phalloidin) and 405/450 nm (DAPI), respectively. Z-stack images (0.15 μm steps) were acquired using software (Nikon Elements v5.21.03). Mitochondrial morphology in each Z stack image was quantified in ImageJ (NIH, Bethesda, MD) using a macro described previously [65]. Morphology parameters were calculated as follows: aspect ratio = major axis/minor axis, roundness = 4 × ((area)/(*π* × major axis^2^).

### Statistical analysis

All statistical analyses (except RNA-sequencing bioinformatics) were conducted using GraphPad Prism (v8.0; CA, USA). Data are presented as mean (SD) and analysed by two-way ANOVA with adjustment for multiple comparisons as described in the figure legend.

## Supplementary Information

**Additional file 1: Figure S1**: Expression of lncRNA *TUG1* transcript variants in male and female human skeletal muscle. **Figure S2**: Optimisation of *Tug1* knockdown in C2C12 myocytes and uncropped western blot images. **Figure S3**: Mitochondrial morphology in myotubes with *Tug1* knockdown, supplement to Fig. 3. **Figure S4**: *Tug1* knockdown in cells used for mitochondrial respiration experiments, related to Fig. 4. **Figure S5**: Supporting data for transcriptomic responses to EPS and *Tug1* KD, related to Figs. 6 and 7. Individual data are available at DOI: 10.6084/m9.figshare.20175770 [24].

**Additional file 2: Table S1**: List of differentially expressed genes with *Tug1* knockdown in C2C12 myotubes, *n*=6 per group. **Table S2**: Overrepresentation analysis of 867 differentially expressed genes due to *Tug1* knockdown in C2C12 myotubes. **Table S3**: List of differentially expressed genes (FDR<0.01, log2FC>1) at EPS 0h vs. Rest (in Control myotubes). **Table S4**: List of differentially expressed genes (FDR<0.01, log2FC>1) at EPS 3h vs. Rest (in Control myotubes). **Table S5**: List of genes upregulated at EPS 0h (FDR<0.05, log2FC>0.322) blunted by *Tug1* knockdown (FDR<0.05). **Table S6**: List of genes upregulated at EPS 3h (FDR<0.05, log2FC>0.322) blunted by *Tug1* knockdown (FDR<0.05). **Table S7**: Overrepresentation analysis of 53 genes upregulated at EPS 0h (FDR<0.05, log2FC>0.322) blunted by *Tug1* knockdown (FDR<0.05). **Table S8**: List of genes upregulated at EPS 0h (FDR<0.05, log2FC>0.322) augmented by *Tug1* knockdown (FDR<0.05). **Table S9**: List of genes upregulated at EPS 3h (FDR<0.05, log2FC>0.322) augmented by *Tug1* knockdown (FDR<0.05).

## Data Availability

All data generated or analysed during this study are included in this published article, its supplementary information files and publicly available repositories. RNA-sequencing data from this study have been deposited at the NCBI Gene Expression Omnibus under the accession number GSE185530 [66]. All other datasets generated in this study are available from the Figshare repository with the DOI of 10.6084/m9.figshare.20175770 [24].

## Abbreviations

AICAR: 5-Aminoimidazole-4-carboxamide ribonucleotide
*Alas1*: Aminolevulinic acid synthase 1
AMPK: 5′ Adenosine monophosphate-activated protein kinase
*Atf3*: Activating transcription factor 3
*Atp2a1*: Sarcoplasmic/endoplasmic reticulum calcium ATPase 1
ATP5F1A: ATP synthase subunit alpha, mitochondrial
CaMK: Ca2+/calmodulin-dependent protein kinase
ChREBP: Carbohydrate-responsive element-binding protein
*Cox7a1*: Cytochrome c oxidase subunit 7A1, mitochondrial
CREB: cAMP-responsive element-binding protein
*Dmd*: Dystrophin
EPS: Electrical pulse stimulation
*Esrrb*: Oestrogen-related receptor beta
*Esrrg*: Oestrogen-related receptor gamma
ETS: Electron transfer system, uncoupled
*Gabpa*: GA-binding protein alpha
*Hspa1a*: Heat shock 70 kDa protein 1A
*Kat2a*: Histone acetyltransferase KAT2A
LEAK: Leak state respiration
LNA: Locked nucleic acid
lncRNA: Long non-coding RNA
*Maff*: MAF bZIP transcription factor F
*Mcu*: Mitochondrial calcium uniporter
*Mcur*: Mitochondrial calcium uniporter regulator
MEF2: Myocyte-specific enhancer factor
MFN2: Mitofusin 2
*Mgst2*: Microsomal glutathione S-transferase 2
*Mic**u*: Mitochondrial calcium uptake
*Myf6*: Myogenic factor 6
MyHC: Myosin heavy chain
*Myod1*: Myogenic differentiation 1
*Myog*: Myogenin
NFAT: Nuclear factor of activated T-cells
*Nr4a1*: Nuclear receptor subfamily 4, group A, member 1
*Nr4a3*: Nuclear receptor subfamily 4, group A, member 3
*Nrf1*: Nuclear respiratory factor 1
OPA1: Optic atrophy protein 1
OXPHOS: Oxidative phosphorylation
p38-MAPK: p38 mitogen-activated protein kinase
P53: Cellular tumour antigen p53
PGC-1α: Peroxisome proliferator-activated receptor coactivator 1-alpha (protein)
*Polrmt*: Mitochondrial RNA polymerase
*Pparg*: Peroxisome proliferator-activated receptor gamma
*PPARGC1A*: Peroxisome proliferator-activated receptor coactivator 1-alpha (gene)
*Ppargc1b*: Peroxisome proliferator-activated receptor coactivator 1-beta (gene)
*Ppp1r3c*: Protein phosphatase 1 regulatory subunit 3C
RCR P/L: Respiratory control ratio, phosphorylating/leak
TFAM: Mitochondrial transcription factor A
TFB2M: Mitochondrial transcription factor B2
*TUG1*: Taurine-upregulated gene 1
UQCRC2: Cytochrome b-c1 complex subunit 2, mitochondrial
*Vgll4*: Transcription cofactor vestigial-like protein 4
*Vps13c*: Vacuolar protein sorting-associated protein 13C

How the deposited data were processed for this re-analysis (not part of the article)

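RNA was sequenced from 36 libraries of C2C12 myotubes, 6 for each combination of LNA (control or *Tug1*) and condition (Rest, EPS 0h or EPS 3h). The authors trimmed the reads, aligned them with STAR to GRCm39 and counted them per gene, and the values are whole-number counts without normalization for 55416 genes, of which 1492 have no gene name and hold 0.0327% of the counts. No spike-in counts were used here. The group and replicate number of each library were read from its title, and no libraries were left out. Counts on genes per library ranged from 17005079 to 24181167 with a median of 19439667.5, and the median was 18478194 in replicates 1 to 3 and 21106357 in replicates 4 to 6. Libraries of a group were checked for duplicates, and every pair differed by more than counting error, with a chi-square per degree of freedom of at least 4.258.

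Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes with at least 1 RPM in at least 12 of the 36 libraries were kept (13995 genes), counts were normalized by TMM, and the quasi-likelihood model with robust dispersion was fitted to all 6 groups. The standard error of a log_2_FC is its size divided by the square root of the quasi-likelihood F statistic. Comparisons were *Tug1* KD against control at Rest, EPS 0h and EPS 3h, EPS 0h and EPS 3h against Rest within control and within *Tug1* KD myotubes, and the interaction of EPS and *Tug1* KD at each time point. The thresholds were the paper's, an FDR under 0.01 for *Tug1* KD at Rest, an FDR under 0.01 with an absolute log_2_FC above 1 for EPS, and an FDR under 0.05 elsewhere, with a log_2_FC above 0.322 for the rise that precedes a blunted or augmented call. On simulated data with 200 of 13995 genes changed by 1 on the log_2_ scale, edgeR recovered 92% with 10 false calls, limma-voom 92%, DESeq2 93.5%, and the interaction term 75.5%.

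The alternatives were DESeq2 1.42.0 with its size factors, limma-voom from limma 3.58.1, scaling by library size only or by upper quartile factors, no filter on low counts, a stricter filter of 10 counts in 6 libraries, a term for the replicate number (replicate block) or for the replicate set (experiment block), a fit to the compared groups alone, a fit to replicates 1 to 3 or 4 to 6 alone, glmTreat for the EPS comparisons, an FDR under 0.01 for the overlap of lower genes, and an interaction rule for blunted and augmented genes. These alternatives, the comparisons, the gene lists and the rule for naming genes were chosen before the data were examined, except the 2 sets of replicates. Those sets, used in the experiment block and in the fits to replicates 1 to 3 or 4 to 6, were taken from how the libraries part in the data. The genes named are those that the paper names, for *Tug1* KD at Rest and for EPS 0h and EPS 3h in control myotubes the 2 with the largest rise and the 2 with the largest fall among genes past an FDR of 0.01 with a mean of at least 5 RPM in the higher group and no overlap between the libraries of the groups, and the nearest gene on each side of *Tug1*. *Fut2*, *Sesn1*, *Ndufs1*, *Ndufs4* and *Cyld* were chosen after their values were seen. Replicate numbers were taken as pairs only where the libraries of the same number correlated in every pair after centring within groups, which holds between *Tug1* KD and control myotubes at EPS 0h and EPS 3h, between Rest and both time points in control myotubes, and between Rest and EPS 0h in *Tug1* KD myotubes. It does not hold between *Tug1* KD and control myotubes at Rest or between Rest and EPS 3h in *Tug1* KD myotubes. Libraries of the same number also share a replicate set, and libraries of different numbers within a set were not compared. The sets alone can therefore give such correlations, which do not show that the numbers are pairs.

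The 12 gene lists, tested in 5 comparisons with camera (preset correlation 0.01) and fry, included the nuclear-encoded electron transport chain subunits together and by complex I to V, the mtDNA-encoded subunits, myosin heavy chains, heat shock genes, interferon response genes and p53 targets. The results for 1 gene that the paper names and for 1 list are not reported here. Sets of the same libraries were regrouped 100 times, or in the 32 ways that part the pairs, and simulations used 20 draws. Gene coordinates come from the GENCODE annotation of GRCm39, which holds 13946 of the 13995 genes tested (99.6%). Sites of the LNAs were sought in the transcribed span of each gene on the strand that can pair, mainly as at least 12 contiguous complementary bases and also as at least 11 bases or at most 2 mismatches, and the main class was compared with 200 shuffled sequences per LNA. The qPCR, protein, respiration, gene ontology and transcription factor results of the paper were not analysed here.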

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

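In this part the tests for a mislabelled library and for transcription past gene ends were chosen only after the result was seen.

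A sample far from the others was found for 2 of the 131 pairs of a named gene and a group. *Tfam* measured 53.1 RPM in replicate 3 of Rest *Tug1* KD myotubes, where the other 5 libraries lay between 40.5 and 45.1 RPM, and *Maff* measured 215 RPM in replicate 3 of EPS 3h control myotubes, where the others lay between 135 and 159 RPM. The 2 pairs are 1.53% of those examined, under the 5% that arise by chance alone, so chance may account for both and no biological explanation was tested.

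In EPS 3h control myotubes replicate 3 also had the lowest *Tug1* expression of its group, at 54.6 RPM where the others lay between 71.8 and 107 RPM. A mislabelled library could give this, and its mean score over the genes changed by *Tug1* KD at Rest was 1.25, within the 1.11 to 1.47 of the other control libraries and outside the 2.38 to 2.57 of the *Tug1* KD libraries, which argues against it.

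The EPS response of *Fut2* (ENSMUSG00000055978, chromosome 7, 45298015 to 45315818) differed between *Tug1* KD and control myotubes at EPS 3h, by 2.09 on the log_2_ scale (SE 0.32, FDR = 0.00204), with 2.29 in replicates 1 to 3 and 1.87 in replicates 4 to 6. At Rest it was expressed at 1.93 ± 0.451 RPM in control and 0.578 ± 0.189 RPM in *Tug1* KD myotubes, and at EPS 3h at 2.61 ± 0.883 and 3.38 ± 0.549 RPM (SD, n = 6 each). It was the 1 gene past an FDR of 0.05 among 430 genes with an unadjusted p under 0.05 for the interaction at EPS 3h, and 2 of the 100 regroupings of the 24 libraries gave as many genes, the real one included. A single library as the source was tested by leaving out each of the 24 libraries in turn, after which the log_2_ difference stayed between 1.94 and 2.22, the largest unadjusted p of edgeR's test was 3.32e-06 in these fits, and the largest FDR was 0.0464. Over the alternatives for this comparison the FDR lay between 8.98e-06 and 0.573. A response of this gene to *Tug1* KD after EPS stays open as a hypothesis from the same data, and few counts at Rest limit its precision.

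Genes outside those the paper discusses also rose. Of 1005 noncoding genes tested (lncRNA genes and unclassified transcripts), 313 (31.1%) were higher at EPS 3h than at Rest in control myotubes, against 948 of 12581 protein-coding genes (7.54%). Low expression is a candidate explanation, and within deciles of expression the odds ratio fell from 5.55 to 1.77 (95% interval 1.51 to 2.08), with 1.6 in replicates 1 to 3 and 1.75 in replicates 4 to 6. Low expression therefore accounts for part of the excess, and whether it accounts for all of it is not settled. The deciles rest on the mean over all 36 libraries, EPS included, and expression can still differ within a decile. The filter also let in genes without counts at Rest, such as *Gm17546*, only where they had counts after EPS. Transcription running past the end of expressed upstream genes could also raise genes. Among genes with no expressed gene of the same strand over their start or ending within 100 kb upstream, the noncoding genes still rose more often, at an odds ratio of 1.72 within deciles of expression (95% interval 1.32 to 2.24), which argues against it as the whole cause of the excess. For all rising genes the odds ratio for lying within 20 kb downstream of an expressed gene was 0.927 within deciles (95% interval 0.811 to 1.06). Of 1324 rising genes 359 (27.1%) lay there, against 28.9% of the other genes. Of 5208 protein-coding genes with no expressed gene within 100 kb upstream, 393 still rose. These values argue against such transcription as the whole cause of the rise at EPS 3h. Since the interval holds 1, a part in some genes stays open. A response of noncoding genes to EPS stays open, and reads shared with unannotated transcripts were not tested.

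The paper does not report how many genes rose with EPS in *Tug1* KD myotubes by the thresholds it used for control myotubes. There were 1141 genes higher at EPS 0h and 1540 at EPS 3h, against 872 and 1346 in control myotubes. A difference between these counts is not a test of the responses themselves, and the interaction term passed an FDR of 0.05 for 0 genes at EPS 0h, with 324 at an unadjusted p under 0.05, and for 1 gene with a replicate block. All 100 of the 100 regroupings of the 24 libraries gave at least as many genes for this interaction, as a count of 0 allows.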

How the results depend on the processing

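The alternatives for the rule of a rise in control or *Tug1* KD myotubes and for a log_2_FC under -1 at EPS 3h were added after seeing the data. Of the gene counts, 158 stayed within 1.5 times the count reported under an alternative and 77 did not. With DESeq2, limma-voom, upper quartile factors and the stricter filter 0 of 20 counts moved further than that in each. Except where stated, the cause was not tested.

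With library size as the only scaling, which shifts the log_2_FC between EPS 3h and Rest by a median of -0.168 in control myotubes, 996 genes were lower at EPS 3h, 376 were lower both with *Tug1* KD at Rest and at EPS 3h, and 130 and 117 were augmented at EPS 0h and EPS 3h. More *Tug1* KD genes were lower than higher at EPS 0h under this scaling (986 higher and 1118 lower) and under upper quartile factors (953 and 1210), while the reported counts are 1155 and 850. At EPS 3h library size only gave 812 higher and 819 lower and upper quartile factors 841 and 805, while the reported counts are 893 and 715.

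Without a filter 39727 genes were tested, and 184 genes were lower with *Tug1* KD at Rest, 496 lower at EPS 0h, and 506 higher and 419 lower at EPS 3h. EPS then gave 1569 higher and 493 lower genes at EPS 0h, 3688 higher and 1107 lower at EPS 3h, and 1362 higher at both. The overlap of lower genes was 99, blunted genes numbered 23 and 51, augmented genes 146 and 100, and 0 nuclear-encoded electron transport chain genes passed. The larger number of genes tested is part of this setting.

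With a replicate block 854 genes were higher and 662 lower with *Tug1* KD at Rest, 1838 and 1568 at EPS 0h, and 1514 and 1364 at EPS 3h. The overlap was 503, blunted genes numbered 104 and 198, and augmented genes 434 and 439. The interaction called 1 gene at EPS 0h (*Sesn1*, chosen after its values were seen) and 8 at EPS 3h (*Fut2*, *Sesn1*, *A430078I02Rik*, *Arhgef26*, *Deaf1*, *Gprin2*, *Rgs11* and *Rrad*), and 3 nuclear-encoded chain genes passed at Rest, which were *Cox7a1* (lower), *Ndufs4* (log_2_FC 0.488, FDR = 0.000381) and *Ndufs1* (0.233, FDR = 0.00496). With an experiment block the counts were 813 and 586 at Rest, 1458 lower at EPS 0h, 1376 and 1235 at EPS 3h, 454 for the overlap, 92 and 177 blunted, 378 and 356 augmented, 1 interaction gene at EPS 0h (*Sesn1*) and the same 3 chain genes. Between *Tug1* KD and control myotubes the replicate numbers pair the libraries at EPS 0h and EPS 3h and not at Rest, where the correlation was -0.0734 in replicate 4.

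Fits to the groups compared alone gave 503 higher and 328 lower genes with *Tug1* KD at EPS 3h, 46 blunted and 114 augmented. With fewer libraries, replicates 1 to 3 alone gave 207 higher and 113 lower genes at Rest, 586 and 354 at EPS 0h, 537 and 315 at EPS 3h, 489 genes lower with EPS at EPS 0h, an overlap of 115, 20 blunted genes at EPS 0h, 135 and 98 augmented genes, and 2 nuclear-encoded and 2 mtDNA-encoded chain genes. Replicates 4 to 6 alone gave an overlap of 407 and 3 nuclear-encoded chain genes. The test against a log_2_FC of 1 (glmTreat), stricter by construction, gave 353 higher and 30 lower genes at EPS 0h and 764 and 140 at EPS 3h. An FDR under 0.01 left 92 genes in the overlap. Requiring the interaction to pass an FDR of 0.05 left 0 blunted and 0 augmented genes at either time point, while the unadjusted p was under 0.05 in the called direction for 2 and 10 blunted and for 16 and 22 augmented genes.

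With a rise in control or *Tug1* KD myotubes 341 genes were augmented at EPS 0h, and 338 with limma-voom. With a log_2_FC under -1 at EPS 3h the overlap was 34, and 44 with limma-voom. The odds ratio for genes downstream of expressed genes was 1.06 at EPS 0h, in the opposite direction from EPS 3h.

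The 80 values of named genes were recomputed under 8 alternatives each, and 564 of 640 kept their direction and their side of the FDR threshold. Of the others 38 were weaker, 23 stronger and 15 reversed, and none of the 15 that reversed was past an FDR of 0.05. At Rest, *Gabpa* was -0.0491, *Tfam* 0.0031 and *Ppargc1b* -0.0735 in replicates 1 to 3, and *Nrf1* was 0.0104 and *Ppargc1a* 0.0778 in replicates 4 to 6. For *Tug1* KD at EPS 3h, *Ppargc1a* was -0.0361 with limma-voom, -0.0396 with a replicate block, -0.0424 with an experiment block, -0.00376 with upper quartile factors and -0.219 in replicates 4 to 6. With library size only its EPS 3h response in control myotubes was -0.0316. The EPS 0h response of *Ppargc1b* in control myotubes was 0.00857 with DESeq2, 0.000588 with limma-voom and 0.0101 in replicates 1 to 3, and its EPS 3h response in *Tug1* KD myotubes was -0.056 in replicates 4 to 6. Depth limits the genes with few counts, such as *Esrrb* and *Esrrg* at Rest.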

Differences from the paper's values

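No cause was tested in this part. The number of genes lower both with *Tug1* KD at Rest and at EPS 3h was 233, and the paper's value is 44. None of the alternatives set before the data were examined closed the gap, and neither did those that use the 2 sets of replicates. The number was 286 for DESeq2, 272 for limma-voom, 376 for library size only and 293 for upper quartile factors. Without a filter it was 99, and with the stricter filter 226. It was 503 with the replicate block, 454 with the experiment block and 274 for the groups compared alone. The 2 sets of replicates gave 115 and 407, and an FDR under 0.01 gave 92. With limma-voom and a log_2_FC under -1 at EPS 3h the number was 44, with edgeR and the same threshold it was 34, and that setting was chosen after seeing the values, among 27 pairs of thresholds.

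Augmented genes at EPS 0h numbered 220, and the paper's value is 338. Of the alternatives set before the data were examined, DESeq2 (249) and the replicate block (434) lie within 1.5 times the paper's value. So does the experiment block (378), whose sets were taken from the data. Limma-voom (207), library size only (130), upper quartile factors (163), no filter (146) and the stricter filter (221) do not. Nor do the groups compared alone (215), replicates 1 to 3 (135), replicates 4 to 6 (196) and the interaction rule (0). With limma-voom and a rise in control or *Tug1* KD myotubes the number was 338, and 254 at EPS 3h, where the paper's value is 254. With edgeR it was 341 at EPS 0h. This setting was chosen after seeing the values, but the paper's Fig. 7 also plots genes that rose with EPS in *Tug1* KD myotubes alone. The rule behind the 220 leaves such genes out, so the 220 and the 338 probably count unlike sets.

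The depth was 19.4 M counts on genes per library in the median, and the paper's value is 40 M reads. The first counts reads assigned to genes and the second sequenced reads, so they are on different scales, and no alternative applies.

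The other counts compared lie within 1.5 times the paper's, and limma-voom, the tool the paper names, gave 516 and 351 genes at Rest, 835 at EPS 0h, 1316 at EPS 3h with 765 at both, and 53 and 101 blunted genes. The paper's values are 516, 351, 835, 1316, 764, 53 and 101. Of 35 log_2_FC values of named genes in the paper's supplementary tables 0 differed by more than the SD, and the largest difference was 0.254.

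In the text the paper lists *Mcur1* among upregulated genes, and its log_2_FC here was -0.32, where the paper's supplementary Table S1 gives -0.33. The paper names *Micu2* with the genes changed at Rest, and here its log_2_FC was 0.38 with an FDR of 0.0196 (6 of 6 libraries), over the 0.01 threshold, with an FDR between 0.000404 and 0.112 over the alternatives. In the results the paper gives *Esrrb* and *Esrrg* as downregulated and *Pparg* as upregulated by *Tug1* KD after EPS, and here *Esrrb* was 0.85 at EPS 0h and 0.78 at EPS 3h, *Esrrg* 1.68 and 1.12, and *Pparg* -0.26 and -0.35. In the discussion the paper gives the EPS responses of *Esrrb* and *Esrrg* as augmented, and here their interaction terms were -1.54 and -1.61 for *Esrrb* and -0.07 and -0.63 for *Esrrg*, none past an FDR of 0.05. In the discussion the paper gives the rise of *Pparg* as blunted, and here its interaction terms were 0.15 and 0.06. The paper includes *Tug1* among genes whose rise was blunted, and its rise here was 0.74 and 1.06 in *Tug1* KD against 0.48 and 0.75 in control myotubes. The paper gives *Tfam* as not upregulated by EPS, and here it was 0.38 at EPS 3h (FDR = 0.000353, 6 of 6 libraries). The paper gives *Polrmt* as decreased by *Tug1* KD, which holds here at EPS 3h, and at Rest its log_2_FC was -0.25 (FDR = 0.0597, 6 of 6 libraries), past 0.05 with DESeq2, library size only, upper quartile factors, either block and replicates 4 to 6 (FDR from 0.0127 to 0.351 over the alternatives). The paper gives *Dmd* and *Vps13c* among the genes whose EPS response was augmented. *Vps13c* did not rise in control myotubes here (log_2_FC 0.23, FDR = 0.302 at EPS 0h, 5 of 6 libraries), and both pass at EPS 0h under a rise in control or *Tug1* KD myotubes, a rule chosen after seeing the values. Since the paper's Fig. 7 also plots genes that rose in *Tug1* KD myotubes alone, the *Vps13c* value does not by itself conflict with the paper. In the paper *Ppargc1a* did not pass an FDR of 0.05 with EPS, for which it names variability between samples as a potential reason. With a replicate block its EPS 0h response here passed the threshold (log_2_FC 0.58, FDR = 0.000245, 5 of 6 libraries). It also did with an experiment block and in each set of replicates alone, with an FDR between 0.000245 and 0.22 over the alternatives.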

Other observations

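Of the tests in this part, those of antisense sites of the control LNA for the trend with gene span, and of span, sense strand and pairing for both LNAs were chosen only after the result was seen, and over all parts 10 of 41 explanations were.

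Regroupings of the same libraries were compared with the real groups. For *Tug1* KD at Rest 1 of 100 regroupings of the 18 libraries gave as many changed genes, the real one itself, and the same holds for the genes higher at both EPS 0h and EPS 3h (1 of 100) and for the overlap of lower genes (1 of 100). At EPS 0h and EPS 3h 1 of the 32 ways to part the pairs gave as many genes changed by *Tug1* KD, as many blunted genes and as many augmented genes, and 1 of 32 gave as many genes changed by EPS in control myotubes. For nuclear-encoded electron transport chain genes at Rest 2 of 100 regroupings gave as many genes, and for mtDNA-encoded genes, with 0 genes, all 100 of 100 did. Splits that follow the replicate sets gave more genes than the real groups for *Tug1* KD at EPS 0h (6299 against 2063) and EPS 3h (2170 against 1194), for blunted genes (2083 and 712 against 58 at both time points), for the overlap (314 against 167) and for nuclear-encoded chain genes (13 against 1). Within the sets, *Tug1* KD raised 586 and lowered 354 genes in replicates 1 to 3 and raised 1428 and lowered 901 in replicates 4 to 6 at EPS 0h, against 537 and 315 and 860 and 711 at EPS 3h, blunted genes numbered 20 and 61 at EPS 0h and 81 and 72 at EPS 3h, the overlap held 115 and 407, and 2 and 3 nuclear-encoded chain genes passed.

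The first principal component, with 36.2% of the variance within groups, parted replicates 1 to 3 from replicates 4 to 6 in 6 of 6 groups. The sets were chosen because the libraries part in this way, so this count is no independent test of them. In EPS 3h control myotubes replicate 3 lay at -12.2, near replicates 4 to 6 (-16.98 to -20.97) and far from replicates 1 and 2 (35.45 and 32.51). Sequencing depth is a candidate explanation of the separation. After thinning all libraries to 17005079 counts the component still parted 6 of 6 groups with 35.4% of the variance, which argues against depth. A difference between the 2 independent experiments stays open, since the text does not name the experiment of each replicate.

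Blunted and augmented genes may arise from a *Tug1* KD difference of one size at every time point, since a gene that rises with EPS and is lower at every time point meets the rule. In 20 simulated draws with no change in the EPS response the smallest number was 105 blunted and 229 augmented genes at EPS 0h, and 119 and 248 at EPS 3h, against 45, 220, 96 and 191 observed, so this explanation gives at least as many as were seen in this fit. The observed numbers come from the fit without a replicate block, and all of them were larger with it. The draws were not compared with those larger numbers, so for the blocked fit they do not decide the question. In 20 further draws the *Tug1* KD difference of the 220 augmented genes existed only after EPS, at its size observed at EPS 0h. A median of 137 genes (122 to 158) then passed the interaction adjusted over the list alone. In the data 0 did, with 16 at an unadjusted p under 0.05. All these draws hold no replicate sets, and sizes of genes selected for passing tend to be too large. At EPS 0h the draws without an interaction gave 614 to 744 genes at that p, where 324 were observed. The 137 may thus overstate what the test could find, so the 0 does not exclude a difference only after EPS.

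Across genes, which are not independent replicates, the *Tug1* KD log_2_FC at Rest increased with the genomic span of the gene (Spearman's rho 0.324 over 13946 genes), and 16.2% of the genes in the decile of longest span were higher and 0.358% lower. It was 0.42 at EPS 0h and 0.335 at EPS 3h, and 0.176 and 0.179 for the EPS responses in control myotubes. Expression level could give such a trend, and rho was over 0.1 in 10 of 10 expression deciles, and exonic length with GC content left a partial correlation of 0.221, which argue against both as the whole cause. Antisense sites of the control LNA could add to it, and without the 1007 genes with a site of at least 11 contiguous bases or at most 2 mismatches rho was 0.287, which argues against them as the whole cause. The trend at Rest was 0.0856 in replicates 1 to 3 and 0.406 in replicates 4 to 6, and 16 of 100 regroupings of the 18 libraries gave a rho as large, so a difference between libraries that is unrelated to *Tug1* may account for it at Rest. In the 2 sets it was 0.357 and 0.432 at EPS 0h and 0.352 and 0.243 at EPS 3h.

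The control LNA may pair with transcripts of other genes, and lower them in control myotubes, so that they appear higher with *Tug1* KD. The 193 genes with at least 12 contiguous antisense bases were higher with *Tug1* KD at Rest than genes of similar span, by a mean log_2_ difference of 0.176 (permutation test over genes, p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 4e-05), and 154 of the 193 were positive with 51 higher and 2 lower at an FDR under 0.05. Since genes of similar span were compared, span does not account for it. The 132 genes with such sites on the sense strand differed by 0.000478, and 0 of 200 shuffled sequences gave a difference as large, which argue against sequence content. The smaller difference of the 2 sets of replicates was 0.168, and it was 0.153 or more at EPS 0h and EPS 3h, as pairing of the LNA would give. The 10 genes with at most 1 mismatch to the LNA were all positive, and 9 passed an FDR of 0.05. With 1 LNA of each kind, effects of the loss of *Tug1* and of the control LNA cannot be separated for these genes, which include *Esrrb*, *Dmd* and *Ppargc1b*. Of those named, *Ppargc1b* did not pass an FDR of 0.05 at Rest (log_2_FC 0.179, FDR = 0.562). It did at EPS 0h (0.6703, FDR = 0.0013) and EPS 3h (0.6281, FDR = 0.00366). The 893 genes with at least 11 bases, those with 12 included, differed by less, 0.0822, and of the named genes *Mcu*, *Esrrg*, *Ppargc1a*, *Nr4a3*, *Vps13c* and *Vgll4* have 11, as has *Map3k5*, and of these *Ppargc1a* (log_2_FC -0.1216, FDR = 0.895), *Nr4a3* (-0.2275, FDR = 0.693), *Map3k5* (0.0124, FDR = 0.991) and *Vps13c* (0.1185, FDR = 0.783) did not pass an FDR of 0.05 at Rest. The paper states that an alternative *Tug1* LNA in another cell line gave the same *Mcu* response, a measurement not analysed here.

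The 21 genes with antisense sites of the *Tug1* LNA were lower with *Tug1* KD at Rest than genes of similar span, by -0.248 (permutation test over genes, p = 0.00194, adjusted p = 0.00388), against -0.0346 for sense sites, with 0 of 200 shuffled sequences as large and -0.245 in the set of replicates with the smaller difference. Pairing of the *Tug1* LNA with these transcripts may be the source. The same genes rose in the EPS comparison within control myotubes, where both groups had the control LNA, by 0.252 at EPS 3h, so the genes differ from others without this LNA and pairing cannot be told apart from other properties of so few genes.

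Among the lists, *Tug1* KD at Rest left 1 interferon response gene of 22 tested higher, 2 of 15 p53 targets higher (3 adjusted over the list alone), 0 of 6 myosin heavy chains changed, with 1 at an unadjusted p under 0.05, and 0 of 12 heat shock genes, with 2 at an unadjusted p under 0.05. Of the electron transport chain complexes, 0 of 36 complex I genes passed with 1 at an unadjusted p under 0.05, 0 of 4 in complex II with 1, 0 of 9 in complex III with 0, 1 of 15 in complex IV, and 0 of 18 in complex V with 0. In the 60 tests of lists, the heat shock list at EPS 0h and EPS 3h was past an adjusted p of 0.05 in camera and in fry, and no other list was past it in either. The genes nearest to *Tug1*, *Gm11951* at 6342 bp and *Gm56427* at 6989 bp, did not pass the filter.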
